# Tcf12 and NeuroD1 cooperatively drive neuronal migration during cortical development

**DOI:** 10.1242/dev.200250

**Published:** 2022-02-11

**Authors:** Aditi Singh, Arun Mahesh, Florian Noack, Beatriz Cardoso de Toledo, Federico Calegari, Vijay K. Tiwari

**Keywords:** Cortical development, Neurogenesis, Epigenetics, Genomics, Gene regulation, Transcription factors

## Abstract

Corticogenesis consists of a series of synchronised events, including fate transition of cortical progenitors, neuronal migration, specification and connectivity. NeuroD1, a basic helix-loop-helix (bHLH) transcription factor (TF), contributes to all of these events, but how it coordinates these independently is still unknown. Here, we demonstrate that NeuroD1 expression is accompanied by a gain of active chromatin at a large number of genomic loci. Interestingly, transcriptional activation of these loci relied on a high local density of adjacent bHLH TFs motifs, including, predominantly, Tcf12. We found that activity and expression levels of Tcf12 were high in cells with induced levels of NeuroD1 that spanned the transition of cortical progenitors from proliferative to neurogenic divisions. Moreover, Tcf12 forms a complex with NeuroD1 and co-occupies a subset of NeuroD1 target loci. This Tcf12-NeuroD1 cooperativity is essential for gaining active chromatin and targeted expression of genes involved in cell migration. By functional manipulation *in vivo*, we further show that Tcf12 is essential during cortical development for the correct migration of newborn neurons and, hence, for proper cortical lamination.

## Abstract (precis)

**Summary:** How the functional cooperativity of Tcf12 and NeuroD1 in specific subpopulations of the developing cortex creates the gene regulatory program essential for neuronal migration.

## INTRODUCTION

The brain is the most complex organ that has arisen in evolution, but exactly how this complexity is generated during development is still poorly understood. The interplay between signalling molecules, transcription factors (TFs) and epigenetic mechanisms are required to drive the gene expression programs underlying tissue formation. During embryonic development of the mammalian cortex, these programs initially promote neuroepithelial stem cells expansion at the apical boundary of the ventricular zone (VZ) that for this reason are called apical progenitors (APs) (Greig et al., 2013; Paridaen and Huttner, 2014). As development proceeds, changes in transcriptional and epigenetic programs are required to drive an increasing proportion of APs to switch from proliferative to differentiative divisions and generate either basal progenitors (BPs) that leave the VZ to form the subventricular zone (SVZ) or neurons (Basu et al., 2020). Although most APs continue to proliferate, the majority of BPs undergo neurogenic divisions, generating two postmitotic neurons that migrate through the intermediate zone (IZ) to form the cortical plate (CP). Finally, within the CP, a correct cellular specification and layering must ensue for newborn neurons to form proper cortical lamination (Buchsbaum and Cappello, 2019).

Recent research provided many insights into the cellular and molecular mechanisms individually governing each of the many steps required for corticogenesis, including AP expansion, cell fate switch from AP to BP, neurogenesis, neuronal migration and cortical layering (Hu et al., 2012; Lister et al., 2013; Pataskar et al., 2016b). However, the interplay and synergy among epigenetic and gene expression programs executing each of these complex and sequentially interconnected, yet partly independent, processes remain largely unknown.

Basic helix-loop-helix (bHLH) proteins belong to a family of transcription factors (TFs) that are crucial for many developmental processes. Typically, bHLH TFs form homo- or hetero-dimers with other bHLH proteins, which accounts for their DNA-binding features (Boeva, 2016). These dimers bind E-box sequence motifs to regulate cell renewal and lineage specification (Le Dréau et al., 2018; Bertrand et al., 2002). Previously, our group has demonstrated that NeuroD1, a bHLH TF, functions as a pioneer transcription factor (PTF) by binding heterochromatic regions at neuronal genes and subsequently imposing a euchromatic state (Pataskar et al., 2016a). In turn, this allows downstream TF binding and regulation of gene expression to promote neurogenesis. NeuroD1 is a class II bHLH TF that is active in heterodimeric forms (Naya et al., 1995; Poulin et al., 2000). In addition to its role in the transition from AP to BP and neurogenesis, NeuroD1 is also essential for migration as well as maturation and survival of newborn neurons (Boutin et al., 2010; Choi et al., 2020; Gao et al., 2009; Aprea et al., 2014). Given the need to precisely coordinate all of these complex events occurring in different cell types and at different times, it is puzzling that a single PTF, NeuroD1, alone can influence them all. In more general terms, how individual bHLH factors, PTFs or TFs are sequentially regulated across cell types to act on different cellular events and mechanisms remains largely unexplored. NeuroD1 has been reported to form heterodimer complexes with class I bHLH factor E47 (Del Olmo Toledo et al., 2018). Building upon these previous observations and the known biology of bHLH TFs, we speculated that NeuroD1 could potentially interact with other distinct bHLH factors to govern different processes underlying corticogenesis.

Here, we find that NeuroD1 bound target sites exhibit distinct DNA shape features and motif enrichment for other bHLH TFs, including Tcf12. We show that Tcf12 is co-induced and interacts with NeuroD1 to form a heterodimer, and co-occupies a specific subset of NeuroD1 target genomic loci at the onset of neurogenesis during cortical development. Moreover, we show that such cooperativity is essential for a gain in active chromatin and induction of neuronal migration genes. Finally, downregulation of Tcf12 during cortical development specifically impairs neuronal migration. Together, our findings highlight the potential of NeuroD1 to synchronise multiple events during corticogenesis in different cell types by its modular pairing with distinct bHLH TFs.

## RESULTS

### Genetic features govern the differential transcriptional response of NeuroD1 during neurogenesis

We have previously established a system whereby NeuroD1 is selectively induced in mouse embryonic stem cells, triggering their differentiation. These differentiated cells acquire both molecular and phenotypic hallmarks of neurons within 48 h of NeuroD1 expression (Pataskar et al., 2016a). Using this system, we demonstrated that NeuroD1 functions as a PTF to remove repressive chromatin marks, and induce chromatin remodelling and activation of the target neuronal genes (Pataskar et al., 2016a). Here, we employed this approach to comprehensively investigate genome-wide chromatin remodelling in response to NeuroD1 expression during neurogenesis. 

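H3K27ac, an acetylation of histone H3 found at active promoters and enhancers, was profiled by ChIP-seq in A2Lox mouse embryonic stem cells, in which a NeuroD1 transgene is switched on by doxycycline. Cells were collected without doxycycline (0 h) and after 12 h and 48 h with 500 ng per ml of it. Each time point had 2 replicates, R1 and R2, which gave 6 H3K27ac libraries. An Input library served the authors as the control for peak calling and was not used here. The authors aligned the reads to the mouse mm10 genome (GRCm38) with Bowtie2, called peaks with MACS2, merged the peaks of all samples and counted the reads of each library in each merged peak with QuasR. The deposited values are these read counts, without normalisation. The merged set held 66841 peaks with a median width of 676 bp, and together they covered 78380572 bp. Reads in merged peaks totalled 6797811 (R1) and 6572611 (R2) at 0 h, 6506169 and 7583497 at 12 h, and 6283103 and 8112895 at 48 h. The median peak held 30.5 reads per library on average. Scaled counts are counts divided by the library's total and multiplied by the mean total of the 6 libraries.

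Time points were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all peaks, in a single model of the 6 libraries with library totals as the offset. A peak with an adjusted p under 0.05 was called gained or lost by the sign of its log2 fold change. The biological coefficient of variation was 14.9%, and the model had 3 residual degrees of freedom. In counts simulated at the same depth, 200 peaks with at least 20 reads on average were changed by at least 2-fold. The test called 125 of them, together with 5 unchanged peaks. Each peak and library had the same coefficient of variation there, so these rates need not hold for the less similar 48 h replicates. A peak that overlapped the 2 kb on either side of a transcription start site (TSS) of a protein-coding gene in GENCODE's mouse annotation was called a promoter peak.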

To achieve this, we performed chromatin immunoprecipitation (ChIP) assays for H3K27ac, 12 and 48 h after NeuroD1 induction, followed by high-throughput sequencing (ChIP-seq) (Fig. 1A). This showed the differential dynamics of H3K27ac enrichment at various genomic regions during differentiation (cluster 1-7 in Fig. 1B,C). 

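Between 0 h and 12 h, 10666 merged peaks changed, of which 6638 gained and 4028 lost H3K27ac (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05). Between 0 h and 48 h, 9365 peaks changed, 5723 with a gain and 3642 with a loss. Between 12 h and 48 h, 12796 peaks changed, 7162 with a gain and 5634 with a loss. Tested over the 3 time points together, 19689 peaks differed. In ratio, these counts moved most with DESeq2, which called 4828 peaks at 12 h vs 0 h, 4558 at 48 h vs 0 h and 6092 at 48 h vs 12 h, all of them among the peaks called by edgeR. A model of only the 4 libraries compared raised the 12 h vs 0 h count to 21403 peaks. It lowered the counts to 6731 at 48 h vs 0 h and 8368 at 48 h vs 12 h. The model of all 6 libraries shares its dispersion over the time points, although the 48 h replicates differed most. Its count for 12 h vs 0 h is therefore not directly comparable with its counts for 48 h. Gains made up 62.2% of the changed peaks at 12 h and 61.1% at 48 h with library totals, 74.2% and 70.5% with edgeR's TMM factors, and 81.3% and 78.6% with DESeq2. With only the 4 libraries compared, they made up 50.5% at 12 h and 69.9% at 48 h, so the excess of gains at 12 h was nearly absent there. DESeq2 called 905 losses at 12 h. Across peaks, which are not independent replicates, the 12 h vs 0 h log2 fold change followed GC content (Pearson's r = -0.495). With an offset on GC content fitted to each library, chosen after seeing the data, 9086 peaks changed at 12 h, and 6825 of these were also called without it.

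The changes differed between genomic regions. At 12 h, 2.4% of the 16422 promoter peaks gained and 17.0% lost H3K27ac relative to 0 h. Of the 50361 peaks away from promoters, 12.4% gained and 2.4% lost it. With the GC offset, 3.2% of promoter peaks gained and 10.5% lost H3K27ac at 12 h, against 10.5% and 3.0% of the other peaks. At 48 h vs 0 h, 4.9% of promoter peaks gained and 2.9% lost H3K27ac, against 9.8% and 6.3% of the other peaks. After the GC offset, these shares were 11.3% and 4.2% of promoter peaks, and 12.3% and 9.0% of the other peaks. From 12 h to 48 h, 27.4% of promoter peaks gained H3K27ac, whereas 10.3% of the other peaks lost it. From the clustered profiles of these libraries, the paper states that H3K27ac followed different time courses at different sites, and it relates such reprogramming to cell-fate switches through earlier reports.

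**Figure D1:**
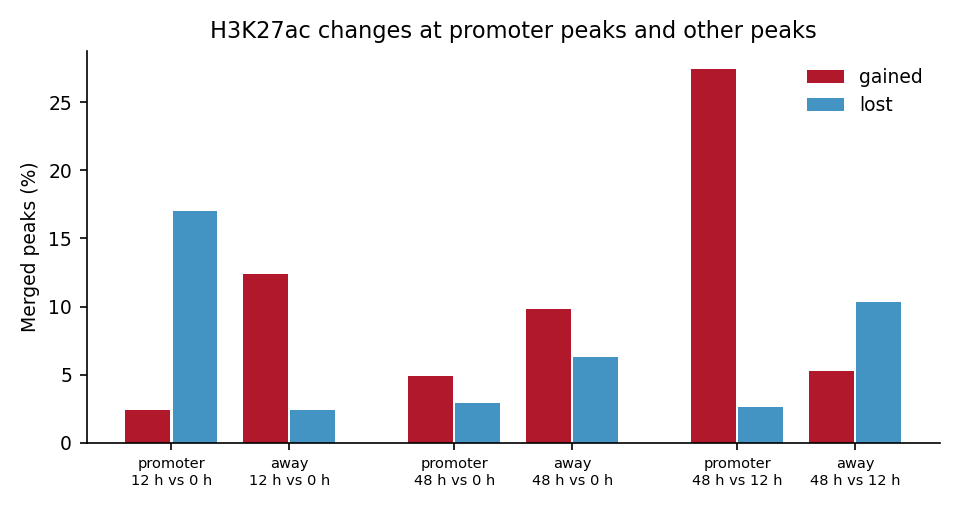
Share of promoter peaks and of peaks away from promoters that gained (red) or lost (blue) H3K27ac in each comparison of time points, in percent. At 12 h vs 0 h, losses reached 17.0% of promoter peaks and gains 12.4% of the other peaks.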

Similar observations were made at NeuroD1 target sites, as derived from the ChIP-seq assay for NeuroD1 after 48 h of induction (Fig. S1A). 

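The merged peaks were sorted by the order of their scaled counts in the 6 H3K27ac libraries. In 2672 peaks (4.0%), both 0 h libraries lay below both 12 h libraries, and these below both 48 h libraries, against 1.11% for a random order. In 11893 peaks (17.8%), both 12 h libraries lay above the other 4 libraries, against 6.67% for a random order. The opposite orders were about as frequent, with 3369 peaks that fell at each step and 12316 peaks with their lowest values at 12 h. In counts simulated with read sampling alone, 1.2% of peaks rose at each step and 6.63% were highest at 12 h. A trend shared by both libraries of a time point, such as that on GC content, was not simulated and could also raise these shares. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 304 peaks gained at both steps, and 2471 peaks gained by 12 h and lost by 48 h. A further 2034 peaks lost H3K27ac by 12 h and regained it by 48 h, and 7 peaks lost it at both steps. Both steps share the 12 h libraries, so a deviation of that pair would by itself favour opposite steps over steps in the same direction. With the GC offset, 578 peaks gained at both steps, 2230 gained and then lost, 1582 lost and then regained, and 43 lost at both steps.

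Among the peaks with the largest gain at 48 h vs 0 h, a peak on chromosome 14 (80233302 to 80234282) lay between genes, 233490 bp from the TSS of Olfm4. It had 1 and 0 reads at 0 h, 13 and 18 at 12 h and 70 and 78 at 48 h (R1 and R2), so that it was at least 4.8-fold higher at 12 h and at least 22.7-fold higher at 48 h. An intronic peak of Ptprn2 (chromosome 12, 116622354 to 116623138) was at least 5.8-fold and at least 15.4-fold higher at these time points. An intronic peak of Arpp21 (chromosome 9, 112102784 to 112103693) was at least 4.5-fold and at least 14.8-fold higher. An intergenic peak on chromosome 10 (37907667 to 37908894), 769360 bp from the nearest TSS, that of Marcks, was at least 6.0-fold and at least 19.6-fold higher. An intergenic peak on chromosome 12 (27645957 to 27646646), 303727 bp from the nearest TSS, that of Sox11, was at least 8.6-fold higher at 12 h and at least 14.2-fold higher at 48 h, and its step from 12 h to 48 h did not pass the test (log2 fold change 0.73, adjusted p = 0.12).

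Among the peaks with the largest loss at 48 h, an intergenic peak on chromosome 1 (119396899 to 119401748), 22925 bp from the TSS of Inhbb, first gained H3K27ac. Its scaled count was 315 ± 62.9 (SD, n = 2) at 0 h, 512 ± 7.8 at 12 h and 69.8 ± 15.5 at 48 h. The log2 fold change was 0.70 at 12 h (adjusted p = 0.014) and -2.16 at 48 h (adjusted p = 2e-07), both relative to 0 h. The promoter peak of Aurkc (chromosome 7, 6995434 to 6996132) fell at both time points, with log2 fold changes of -1.23 (adjusted p = 0.012) and -2.27 (adjusted p = 0.00011). Its fall at 12 h did not pass with DESeq2 (adjusted p = 0.12, and from 0.009 to 0.12 over the alternatives). The other 3 of these peaks, at Pqlc1, Cd37 and the promoter of Inhbb, had log2 fold changes of -2.47, -2.23 and -2.25 at 48 h, and their changes at 12 h did not pass the test.

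**Figure D2:**
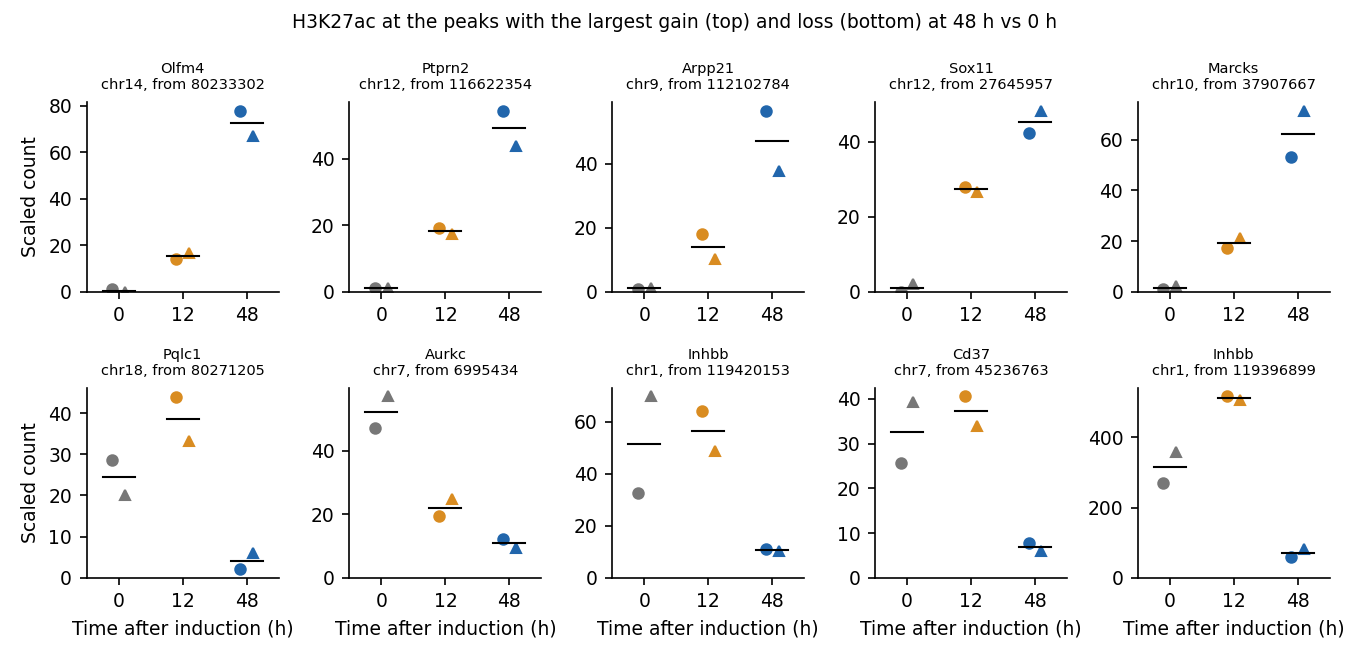
Scaled H3K27ac counts at 0, 12 and 48 h for the 5 peaks with the largest gain (top) and the 5 with the largest loss (bottom) at 48 h vs 0 h. Circles are R1, triangles R2 and black lines their means, and the Inhbb peak from 119396899 rose to 512 at 12 h before it fell to 69.8.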

For example, some sites continuously gained H3K27ac over time, whereas other genomic sites gained acetylation at 12 h and then lost it. Such dynamic reprogramming of H3K27ac levels at gene regulatory regions was consistent with previous reports and shown to be associated with cell-fate switches during development (Bogdanović et al., 2012; Tiwari et al., 2018; Thakurela et al., 2015).

**Fig. 1.**
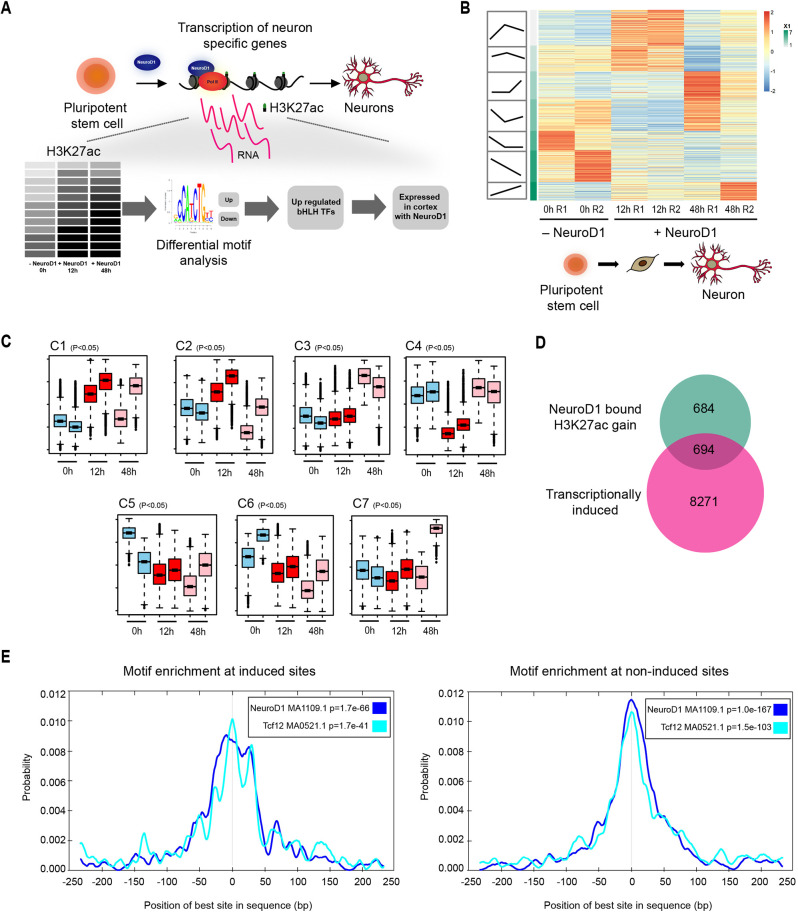
**Dynamics of the H3K27ac mark following NeuroD1 expression.** (A) Schematic of analysing H3K27ac dynamics upon NeuroD1 expression. (B) Global dynamics of H3K27ac enrichment before and after NeuroD1 induction (12 h and 48 h). R1 and R2 are replicates. (C) Boxplots show average H3K27ac enrichment in each cluster (C1 to C7). Middle bars show median values, boxes show first to third interquartile ranges, whiskers show the minimum and maximum of data range and beyond that are outliers. (D) NeuroD1-bound and transcriptionally induced sites. (E) Motif enrichment profiles at transcriptionally active and inactive sites.

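Across all merged peaks, log2 scaled counts (pseudocount 8) of R1 and R2 correlated with Pearson's r = 0.977 at 0 h, 0.979 at 12 h and 0.957 at 48 h. Libraries of different time points correlated with r between 0.896 and 0.953, the highest of these for 12 h R1 and 48 h R2. Spearman's rho was 0.924 to 0.956 for replicates and 0.841 to 0.92 for libraries of different time points. Peaks are not independent replicates, and these values describe the libraries only. The mean r of replicates exceeded that of different time points by 0.044, which was larger than the SD of the replicates' r (0.012). After the mean of each peak was subtracted, r between replicates was 0.565 at 0 h, 0.6 at 12 h and 0.306 at 48 h. For different time points it was between -0.588 and -0.049. The deviations of a peak sum to 0, which by itself pushes r between time points below 0. The negative sign thus does not show opposite changes. The chi-square statistic per degree of freedom between R1 and R2 was 1.83, 1.43 and 5.63 at 0, 12 and 48 h, so the replicates differed by more than read sampling, most at 48 h. In a principal component analysis of the deviations, PC1 held 41.8% and PC2 37.5% of the variance. On PC1, 48 h R1 lay at 0.56, 48 h R2 at -0.002 and the 12 h libraries at -0.499 and -0.558.

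**Figure D3:**
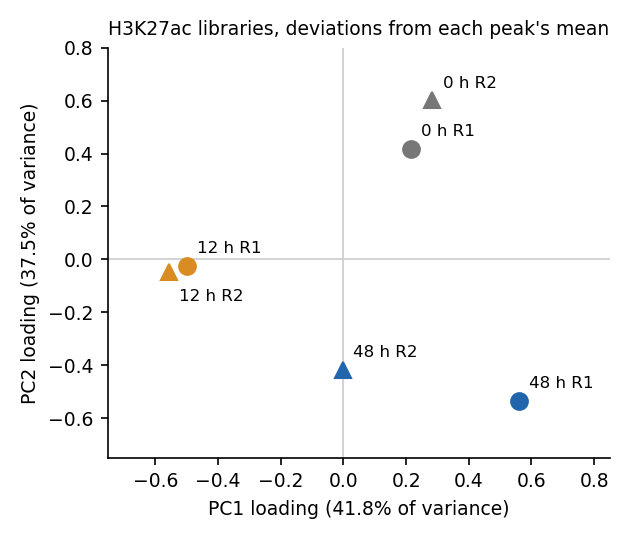
Loadings of the 6 H3K27ac libraries on the first 2 principal components of log2 scaled counts after each peak's mean was subtracted. The libraries of 0 h and of 12 h lie close to their replicate, and 48 h R2 lies at -0.002 on PC1, between 48 h R1 and the 12 h libraries.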

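The paper's text does not name the clustering method, and k-means with 7 clusters was run here on the z-score of each peak over the 6 libraries. The clusters are numbered by size, so that their numbers are not those of Fig. 1B,C. In 6 of the 7 clusters, the range of the 3 time-point means was larger than the largest difference between R1 and R2. Cluster 1 (11960 peaks, 68.1% of them promoter peaks) was lowest at 12 h, with mean z-scores of -0.97 and -1.03 in R1 and R2, and reached 1.14 and 0.11 at 48 h. Cluster 2 (11917 peaks, 7.4% promoter peaks) was highest at 12 h, at 0.92 and 0.96, and fell to -1.20 and -0.17 at 48 h. In both, R1 and R2 at 48 h lay further apart (1.02 and 1.03) than in clusters 3 to 6. Cluster 3 (10231 peaks) declined from 0.54 and 0.96 at 0 h to -1.21 and -0.69 at 48 h. Cluster 4 (9401 peaks) rose from -0.78 and -1.11 to 0.67 and 0.78 at 12 h. Cluster 5 (9014 peaks) was highest at 48 h, at 1.26 and 0.68. Cluster 6 (8782 peaks) was highest at 0 h, at 0.64 and 1.13. Cluster 7 (5536 peaks) had a time range of 0.77 and a replicate difference of 1.54, and 0.9% of its peaks passed the test over the 3 time points. In counts simulated with read sampling alone, the time range exceeded the replicate difference in 0 clusters. A trend shared by both libraries of a time point was not simulated, so this result does not separate such a trend from an effect of time.

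**Figure D4:**
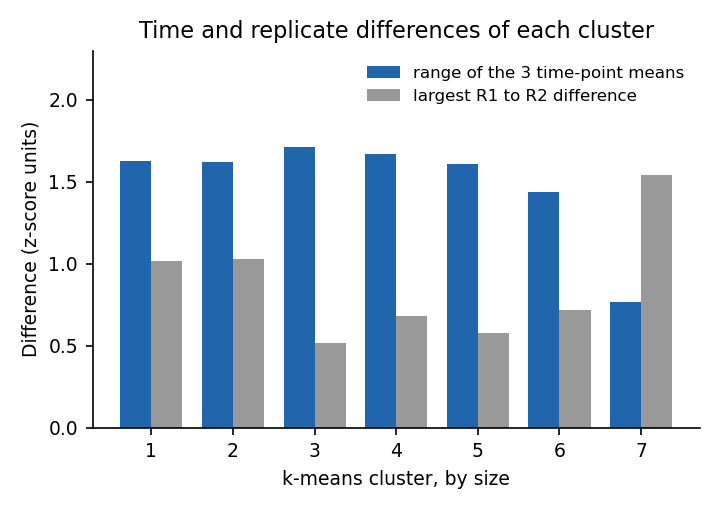
Range of the 3 time-point means (blue) and largest difference between R1 and R2 (grey) of the mean z-score in each of the 7 k-means clusters, numbered by size. In cluster 7 the replicate difference (1.54) exceeds the time range (0.77).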

We next attempted to correlate NeuroD1 occupancy (ChIP-seq) and changes in H3K27ac (ChIP-seq) at its target sites with changes in gene expression (RNA-seq). Interestingly, although a large number of NeuroD1-bound loci gained active chromatin (1378), only approximately half of these were transcriptionally induced (694) (Fig. 1D). Intrigued by this differential transcriptional behaviour despite NeuroD1 targeting and a gain in active chromatin, we next investigated whether any genetic features were associated with these differences. Specifically, a motif enrichment analysis revealed that the top 10 enriched motifs were identical at induced and non-induced sites, with the exception of only one, Tcf12, which was enriched exclusively at the induced sites (Fig. S1B). Interestingly, these top enriched motifs entirely represented various bHLH TFs (Fig. S1B). Furthermore, at the induced sites, NeuroD1 and Tcf12 motifs were enriched at a much higher frequency adjacent to the peak centre when compared with the non-induced sites, where the intensity is highest only at the centre (Fig. 1E). The presence of repeated motif patterns provides the accessory binding sites for TFs and may work as the shadow sites to the original transcription factor binding site. The role of shadow sites has been increasingly explored in recent studies to support TF binding at promoters as well as at enhancer clusters (Papatsenko et al., 2002; Kozlov et al., 2015; Boeva, 2016).

The differential enrichment and motif density distribution at NeuroD1 target sites prompted us to further investigate their biophysical features. DNA shape features are known to determine the gene regulatory potential of genomic loci (Pataskar et al., 2019), e.g. through regulating the DNA-binding affinity of TFs (Samee et al., 2019). In some cases, DNA shape features allow two different TFs to bind at the same region, even though they do not physically interact with each other (Ibarra et al., 2020). Analysis of different biophysical attributes at these genomic regions using DNAShapeR (Chiu et al., 2016) revealed that the induced sites exhibited a higher minor groove width (MGW) and propeller twist (ProT) in comparison with the non-induced sites (Fig. S1C). Interestingly, similar to motif intensity, these features also had increasing magnitude/expanse not just at the centre but also at the adjacent loci for induced sites. These features are thought to confer an increased surface area and facilitate accommodating co-transcription factors (Pataskar et al., 2019), consistent with the co-occupancy of NeuroD1 and Tcf12 at the transcriptionally active sites.

### Tcf12 is a potential co-factor of NeuroD1 during cortical development

Given that bHLH TFs function only as hetero- or homodimers, and NeuroD1 does not bind to E-box motifs as a homodimer (Naya et al., 1995; Ray and Leiter, 2007), we hypothesised that NeuroD1 and Tcf12 potentially form heterodimers to control gene expression during neurogenesis. To substantiate our hypothesis, we employed ISMARA (integrated motif activity response analysis) that uses gene expression or chromatin state data across a set of samples to identify key TFs driving the observed expression/chromatin state changes (Balwierz et al., 2014). ISMARA analysis was performed for H3K27ac ChIP-seq data derived at 0, 12 and 48 h following NeuroD1 induction (Fig. 2A). The TFs that showed significantly increased activity during the time-course overlapped with genes that were upregulated at 48 h after NeuroD1 induction (Fig. S2A). 

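bHLH TFs bind E-boxes, sites of the form CANNTG, of which there are 10 flavours when a site and its reverse complement are counted as the same. ISMARA was not run here. Instead, E-boxes were counted in the 500 bp around the centre of each H3K27ac peak. A linear model across 66783 peaks gave the log2 fold change per additional site of each flavour, with the other flavours, GC content and mean count in the model. Peaks are not independent replicates, and the slopes from R1 alone and R2 alone show the spread between replicates. The flavours named here were picked after the slopes were seen. At 48 h vs 0 h, H3K27ac rose by 0.083 on the log2 scale per CAGATG site (R1 0.082, R2 0.084) and by 0.055 per CAGCTG site (R1 0.051, R2 0.059). At 12 h vs 0 h, the slopes were 0.061 for CAGATG and 0.036 for CAGCTG. The CAGCTG slope at 12 h was -0.012 without GC content and mean count in the model. CAGATG did not have the highest 12 h slope in 2 settings. Over whole peaks it had 0.047 and CATATG 0.058, and without GC content and mean count it had 0.095 and CAATTG 0.175. In promoter peaks alone, a setting added after seeing the data, the 48 h slopes were 0.048 for CAGATG and 0.006 for CAGCTG. CACCTG had the lowest slope at 48 h (-0.110; R1 -0.127, R2 -0.093). The largest error of a slope in simulated data was 0.019, so that slopes of this size cannot be told from 0.

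Among peaks without a CAGATG site (47222), 7.0% gained H3K27ac at 48 h by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The share was 11.3% with 1 site (15829 peaks), 16.0% with 2 sites (3164) and 20.6% with 3 or more (568). For CAGCTG, the shares were 7.9% without a site, 10.3% with 1, 12.4% with 2 and 12.8% with 3 or more. The shares of CAGCTG peaks that lost H3K27ac at 48 h were 5.7%, 4.6%, 5.5% and 7.2% in the same order. At 12 h, the gained shares did not rise with CAGCTG sites (10.1%, 9.4%, 9.3% and 9.6%), and the lost shares rose from 5.9% without a site to 10.2% with 3 or more.

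**Figure D5:**
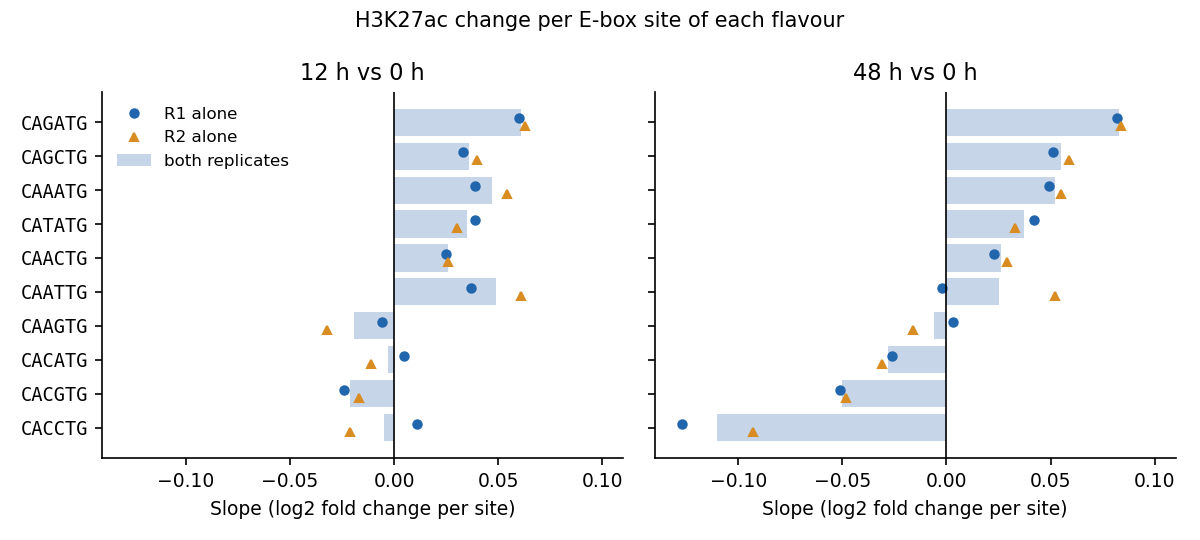
Log2 fold change of H3K27ac per additional E-box site of each of the 10 flavours, at 12 h and 48 h vs 0 h. Bars are both replicates together, circles R1 alone and triangles R2 alone; the CAGATG slopes are 0.061 and 0.083, the highest at each time point in this model.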

Further analysis of these genes identified six bHLH TFs that showed induced activity at H3K27ac sites and were transcriptionally active during NeuroD1-induced neurogenesis (Fig. 2B,C). Tcf12 showed similar activity and was predicted to be enriched together with Myog, but these are two independent TFs that exhibit identical motifs. However, as Myog is not expressed in the cortex, only Tcf12 was further pursued as a relevant TF (Fig. S2C,D). We also performed ISMARA analysis in our RNA-seq timecourse data and observed activity for the same and other TFs (Fig. S2B). Gene expression analysis of these six TFs in the developing cortical layers showed that only Tcf12, Tcf4 and NeuroD1 were expressed in the E14 embryonic cortex and induced in the SVZ layer compared with the VZ layer (Fig. 2D).

**Fig. 2.**
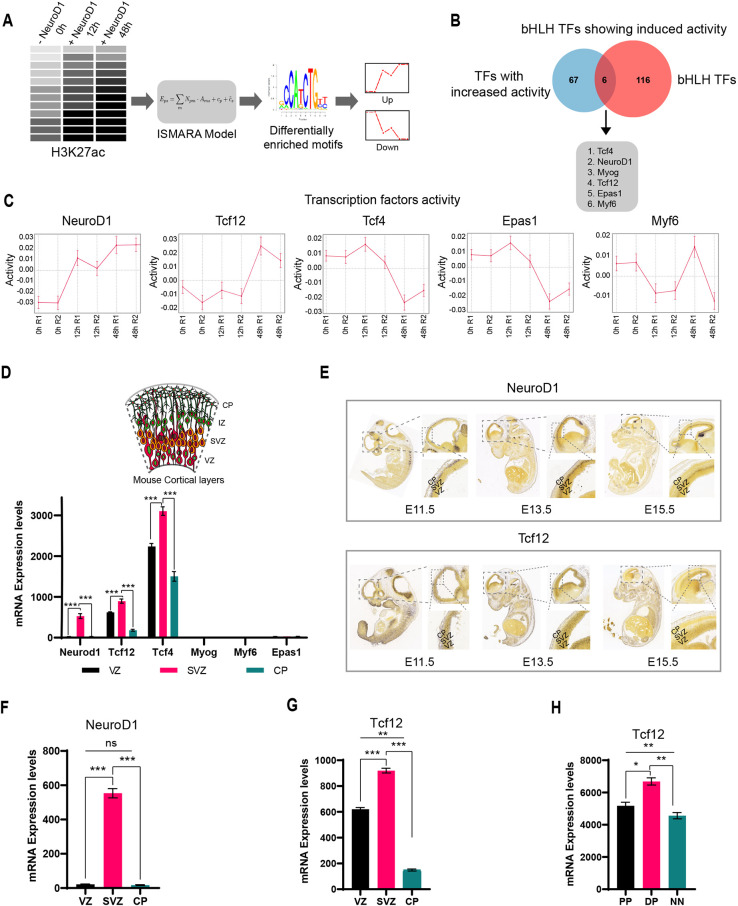
**Identification of potential NeuroD1 co-factors.** (A) Schematic of ISMARA analysis for co-enriched TF selection. (B) Overlap of upregulated motifs predicted from ISMARA with bHLH transcription factors. (C) Activity profiles for selected motifs from the overlap of ISMARA motifs and bHLH factors. R1 and R2 are the replicates for each time point (0 h, 12 h and 48 h). Data are mean±s.d. (D) Expression of selected factors in different cortical layers. (E) *In situ* hybridisation images (Allen Brain Atlas) showing the expression of NeuroD1 and Tcf12 in developing cortex at E11.5, E13.5 and E15.5. (F) Bar chart showing the expression level of NeuroD1 in VZ, SVZ and CP regions. (G) Bar chart showing the expression level of Tcf12 in VZ, SVZ and CP regions. (H) Bar chart showing the expression level of Tcf12 in proliferating progenitors (PP), differentiating progenitors (DPs) and neurons (NNs). Data are mean±s.d. Statistical significance was calculated using a paired two-tailed Student's *t*-test. *P<0.05, **P<0.01, ***P<0.001.

Using existing data of single-cell RNA-sequencing at high temporal resolution that tracks the lineage of the molecular identities of successive generations of neural progenitors and neurons in mouse embryos (Telley et al., 2016), we observed Tcf12 induction together with NeuroD1 as cells transit from an AP to a BP state (Fig. S2C). A pseudo-timecourse analysis further validated the simultaneous upregulation of NeuroD1 and Tcf12 during neurogenic commitment and their gradual downregulation in newborn neurons (Fig. S2D). Next, we analysed the expression of NeuroD1 and Tcf12 in the developing brain from three different developmental stages (E11.5, E13.5 and E15.5) using the Allen Brain atlas database (Thompson et al., 2014) and we observed that, at E13.5, both NeuroD1 and Tcf12 expression were highly enriched in the SVZ (Fig. 2E). Similar results were obtained from E14.5 RNA-seq data, where both NeuroD1 and Tcf12 were highly enriched in the SVZ relative to the VZ and IZ/CP (Fig. 2F,G). We next analysed the expression of Tcf12 in specific populations of proliferating progenitors, differentiating progenitors and newborn neurons, as defined in an earlier study by our lab (Aprea et al., 2013), and found that Tcf12 was highly expressed in differentiating progenitors (DPs) compared with proliferating progenitors (PP) and differentiated neurons (N) (Fig. 2H). Unfortunately, we could not confirm the expression kinetics of Tcf12 at the protein level as the commercially available antibody consistently gave a poor signal in immunohistochemistry despite attempts under various conditions. To circumvent this and strengthen our observations, we further analysed a publicly available scRNA-seq data that revealed that cells expressing Tcf12 and NeuroD1 begin to co-express early-born postmitotic neuronal markers, such as Tbr1 (Fig. S2D) (Telley et al., 2016). These observations are consistent with our earlier hypothesis that NeuroD1 and Tcf12 act together to contribute to neurogenesis during cortical development.

To further investigate the co-regulatory function of NeuroD1 and Tcf12 during cortical development, we comprehensively analysed an independent high-quality single-cell transcriptome dataset from E14.5 cortex (Loo et al., 2019) and performed clustering and cell-type annotations as previously described (Loo et al., 2019) (Fig. S2E). Interestingly, SVZ migrating population was found to express highest levels of NeuroD1 along with the layer V-VI migrating neurons, and both cell types were also found to express high levels of Tcf12 (Fig. 3A). Intriguingly, Tcf12, but not NeuroD1, was also highly expressed in SVZ proliferating and endothelial cells, suggesting additional NeuroD1-independent functions for Tcf12.

**Fig. 3.**
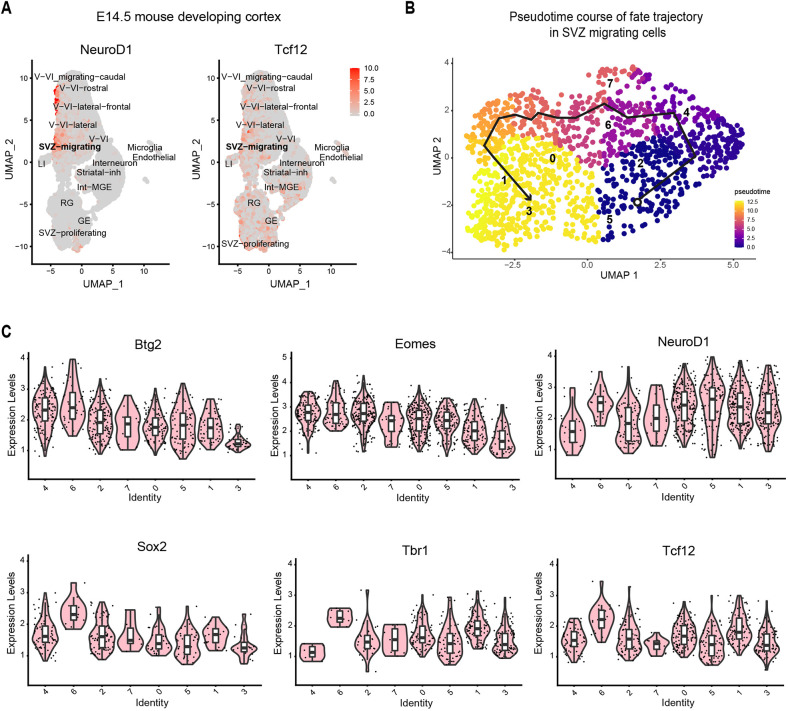
**NeuroD1 and Tcf12 are co-expressed in distinct subpopulations during cortical development.** (A) Expression of NeuroD1 and Tcf12 in different brain cell types in E14.5 cortex shows the highest NeuroD1 expression in the migrating neuronal population and the Tcf12 expression levels. (B) Pseudo-timecourse trajectory of SVZ migrating cells. Numbers show the clusters arranged in developmental pseudotime. (C) Expression of progenitor, neurogenic and neuronal markers in a SVZ migrating subpopulation arranged by pseudotime, where we see increasing NeuroD1 expression levels.

Following up on our earlier observations, we focussed on SVZ migrating cell populations and further classified these into eight subpopulations that show distinct NeuroD1 expression levels (Fig. S2F). Thereafter, the pseudo-timecourse analysis for the subpopulations in which the root population (cluster 4) contained the lowest levels of neuronal markers, organised them into a lineage trajectory developing towards neuronal fate (Fig. 3B,C). Further analysis using various progenitor, neurogenic and neuronal markers showed these populations gradually progressing towards a neurogenic fate. For example, we observed that earlier clusters in the lineage trajectory expressed low levels of NeuroD1 and higher expression of progenitor marker (Sox2, Nes and Vim) expression, whereas subsequent clusters expressed increasing levels of NeuroD1 and higher levels of neuronal markers (Tbr1, Tubb3 and Tuba1a), while simultaneously decreasing differentiating progenitor (Eomes and Btg2) markers (Fig. 3B, Fig. S3A). Although the earlier SVZ migrating clusters express proliferating markers, the levels are comparatively much lower than in progenitor cell populations in the E14.5 cortex (Fig. S4). In line with our previous observations, such gradual expression of NeuroD1 and gain of neuronal identity further accompanied a progressive gain in Tcf12 expression (Fig. 3B). In addition to Tcf12, several other bHLH factors were also expressed in distinct SVZ subpopulations and warrant further investigation (Fig. S3B).

TF networks and their conserved co-expression from rodents to primates are helpful to yield fundamental insights into mammalian/human biology (Cheng et al., 2014; Pembroke et al., 2021; Bogenpohl et al., 2019). To broaden our understanding of such co-regulated genomic sites in cortical development, we analysed genes characterised by NeuroD1 binding, Tcf12 motif intensity, enrichment of H3K27ac and transcriptionally induced in E14.5 mouse cortex, and found that the majority of them were induced upon neurogenesis (Fig. S5A,B). In line with these observations, the majority of these loci showed similar transcriptional behaviour in the developing human cortex, suggesting that the NeuroD1-Tcf12 network may have a similar function in the developing human cortex (Fig. S5C).

### Tcf12 interacts with NeuroD1 and co-occupies NeuroD1 target sites to induce active chromatin

Based on our findings, we speculated that NeuroD1 may form a heterodimer with Tcf12 in specific subpopulations during cortical development. In line with this hypothesis, we next sought to validate the physical interaction of NeuroD1 and Tcf12. Using BioGrid (Stark et al., 2006), a protein-protein interaction network database, we found that Tcf12 was among the proteins most significantly associated with NeuroD1 in affinity capture assays (Fig. S6A). Prompted by this, we performed immunoprecipitation assays using lysates of P19 cells by co-expressing GFP-tagged NeuroD1 and HA-tagged Tcf12. We found that NeuroD1 efficiently co-immunoprecipitated Tcf12 (Fig. 4A), consistent with their formation of complexes. Validating this conclusion and the specificity of binding, a siRNA-mediated depletion of Tcf12 led to its loss in the blot (Fig. 4B).

**Fig. 4.**
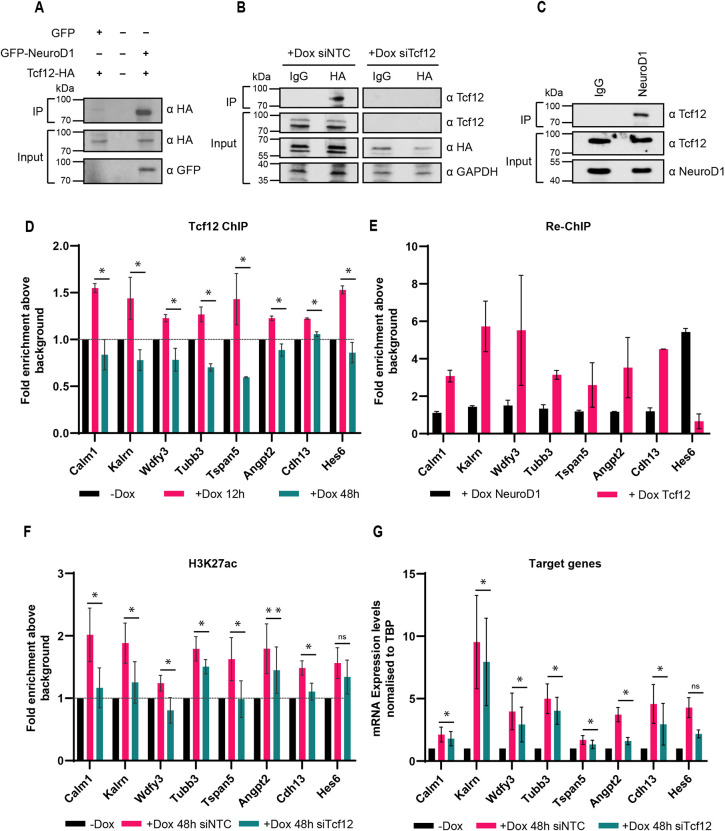
**Tcf12-NeuroD1 complex induces active chromatin and expression of neuronal migration genes.** (A) Co-IP experiment showing GFP-tagged NeuroD1 interacting with HA-tagged Tcf12 *in vitro*. This specific interaction was absent in control immunoprecipitates where we co-expressed HA-tagged Tcf12 with only GFP protein. (B) IP experiment showing the specific enrichment of endogenous Tcf12 by NeuroD1 only in the negative control siRNA (left panel). It was absent in Tcf12 knockdown conditions (right panel) during *in vitro* neurogenesis. (C) IP experiment from the E14.5 mouse cortex showing specific interaction of Tcf12 with NeuroD1 during cortical development *in vivo*. (D) ChIP qPCR results showing the enrichment of Tcf12 at NeuroD1 target sites after 12 h and 48 h of NeuroD1 induction. (E) ChIP Re-ChIP qPCR experiment showing the NeuroD1 and Tcf12 co-binding at the same target genes. (F) qPCR results showing a change in H3K27ac levels at NeuroD1 target sites upon Tcf12 knockdown. (G) qPCR results showing the expression of NeuroD1 target genes upon Tcf12 knockdown. All the ChIP experiments were performed as three independent biological replicates. The ChIP-Re-ChIP experiment was repeated twice. Data are mean±s.d. Statistical significance was calculated using a paired two-tailed Student's *t*-test. *P<0.05, **P<0.01.

To confirm the interaction of NeuroD1 with Tcf12 *in vivo*, we first assessed our ability to detect both proteins when expressed at physiological levels by performing western blot analysis of lysates from the E14.5 cortex (Fig. S6B). Next, we performed immunoprecipitation for NeuroD1 and confirmed the detection of Tcf12 in the resulting precipitates (Fig. 4C), in turn validating the physical interaction of both TFs in the developing cortex.

We next investigated whether Tcf12 is recruited to NeuroD1 target sites. An analysis of the accessibility of NeuroD1 binding sites in proliferating, differentiating and neuronal cell populations (Aprea et al., 2013) showed consistently high activity for Tcf12 at these loci in differentiating and neuronal populations, in line with our earlier observations of its potential active chromatin inducing activity (Fig. S6C). We next performed ChIP assays for Tcf12 during NeuroD1-induced neurogenesis and tested NeuroD1 target regions for Tcf12 occupancy using quantitative PCRs. Target and non-target genes were selected for being NeuroD1 targets, increased H3K27ac enrichment and expression at 48 h with and without the occurrence of Tcf12 motifs. These Tcf12 and NeuroD1 co-occupied genes included established neuronal migration genes, such as Wdfy3, Calm1, Kalrn and Angpt2. This analysis showed that, indeed, Tcf12 co-occupies NeuroD1-binding sites during *in vitro* neurogenesis (Fig. 4D). 

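For 7 genes of Fig. 4F, the H3K27ac peak with the most reads within 2 kb of a TSS of the gene was compared between 48 h and 0 h of NeuroD1 induction. All 7 peaks had a higher mean at 48 h, with log2 fold changes from 0.45 to 2.12. Of these, 4 were gained by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all merged peaks, and 5 when the adjustment covered these and 5 other genes named in the paper alone. At Tspan5 (chromosome 3, 138811873 to 138816625), the scaled count was 116 ± 57.7 (SD, n = 2) at 0 h, 377 ± 23.3 at 12 h and 505 ± 15.4 at 48 h. The log2 fold change at 48 h was 2.12 (standard error 0.23, adjusted p = 7.6e-07). This peak lies inside Tspan5, whose annotated start is at 138742195. Its centre is 4375 bp from the nearest TSS, which is internal, and only its edge reaches the 2 kb window. Hes6 (chromosome 1, 91411511 to 91416872) had a log2 fold change of 1.53 (standard error 0.19, adjusted p = 3.4e-06). Tubb3 (chromosome 8, 123410439 to 123412601) rose from 108 ± 1.8 to 258 ± 62.1, a log2 fold change of 1.25 (standard error 0.22, adjusted p = 0.00035), with no change detected at 12 h (-0.04, adjusted p = 0.93). Cdh13 (chromosome 8, 118285526 to 118287497) was 1.32 higher on the log2 scale at 12 h (adjusted p = 0.00082) and 0.94 higher at 48 h (standard error 0.25, adjusted p = 0.014).

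The other 3 genes did not pass the test over all peaks. Wdfy3 (chromosome 5, 102068909 to 102071475) had a log2 fold change of 0.48 (standard error 0.20, adjusted p = 0.11, and 0.031 over the named genes alone). With the GC offset, which was chosen after seeing the data, the log2 fold change of Wdfy3 was 0.69, and the peak was called. Without 48 h R1 the log2 fold change of Wdfy3 was 0.10, and without 48 h R2 it was 0.78. Summed over all peaks within 10 kb of Wdfy3, it was 0.03. The promoter peaks of Kalrn (chromosome 16, 34095675 to 34095946) and Angpt2 (chromosome 8, 18741347 to 18741642) held 5 to 18 reads per library. Their log2 fold changes were 0.54 (standard error 0.56, adjusted p = 0.58) and 0.45 (standard error 0.50, adjusted p = 0.61), so that changes of this size were not detectable at this depth. Other peaks of these genes were looked at after their values were seen. The Kalrn peak under the rule lies at an internal TSS. A peak from 34573366 to 34574336 covers the annotated 5′ end of Kalrn (34573532), a start that is not among the basic protein-coding transcripts used for TSSs here. It had a log2 fold change of 2.07 (adjusted p = 0.00056). Within 10 kb of the gene, 4 of 13 peaks of Kalrn, 1 of 23 of Wdfy3 and 1 of 6 of Angpt2 were gained at 48 h.

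**Figure D6:**
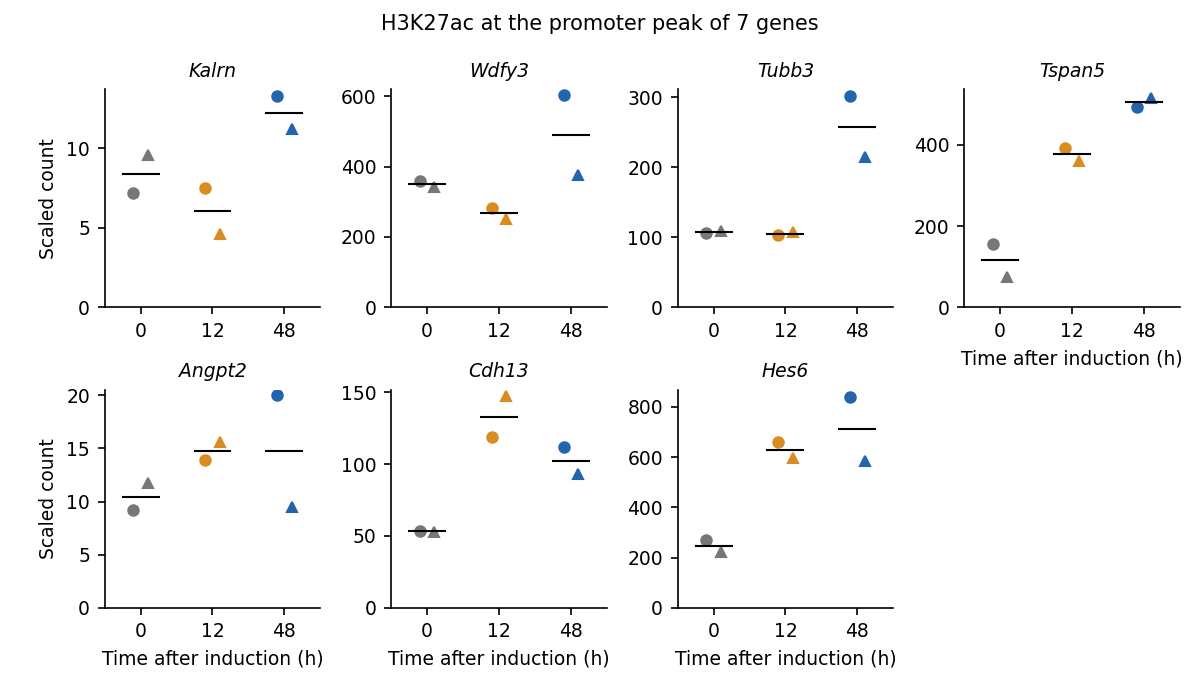
Scaled H3K27ac counts of the promoter peak of 7 genes of Fig. 4F at 0, 12 and 48 h. The peaks of Tspan5 and Kalrn were assigned by internal TSSs. Circles are R1, triangles R2 and black lines their means, and the mean at 48 h is above that at 0 h in each of the 7.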

To further validate the co-occupancy, we performed NeuroD1 ChIP followed by Tcf12 re-ChIP and quantified their co-occupancy at the target sites by qPCRs. These results showed that indeed Tcf12 and NeuroD1 co-occupy these target genomic regions (Fig. 4E). When comparing the dynamic binding behaviour of Tcf12 over time, at 12 h we observed an increased enrichment at its target genes relative to that at 48 h, when we observed a significant reduction in binding (Fig. 4F,G). This is consistent with our earlier observations and suggests that as progenitors switch to neurogenesis, Tcf12 is recruited at its target sites to induce their expression by changing their chromatin landscape and then leaves these sites as newborn neurons mature.

We next assessed whether Tcf12 is essential to induce an active chromatin mark (H3K27ac) and gene activation at NeuroD1 target sites during neurogenesis. For this, we performed Tcf12 knockdown during NeuroD1-induced neurogenesis using siRNAs against Tcf12 and quantified the H3K27ac levels at NeuroD1 target sites by ChIP-qPCR. Interestingly, in the absence of Tcf12, the NeuroD1 target sites showed reduced levels of H3K27ac (Fig. 4F), which was accompanied by a reduction in the expression of the corresponding genes (Fig. 4G). These findings were confirmed by visualisation of peak enrichment in genomic browser for individual genes (e.g. Nhlh1) from the genome-wide datasets (Fig. S6D). 

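Nhlh1 lies on the reverse strand of chromosome 1 of mm10, from 172052292 to 172057573. Its promoter peak with the most reads (172057741 to 172059318) had a scaled count of 15.6 ± 4.1 (SD, n = 2) at 0 h, 42.6 ± 8.7 at 12 h and 93.8 ± 35.4 at 48 h of NeuroD1 induction. The log2 fold change relative to 0 h was 1.45 at 12 h (standard error 0.38, adjusted p = 0.011) and 2.56 at 48 h (standard error 0.35, adjusted p = 1.4e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The step from 12 h to 48 h had a log2 fold change of 1.11 (adjusted p = 0.012), and its adjusted p was 0.055 with DESeq2. At 48 h, R1 had 119 and R2 had 68.8 scaled counts, and both were above the 48.8 of the higher 12 h library. Within 10 kb of the gene there were 8 merged peaks, and 7 of them were gained at 48 h vs 0 h. The peak with the most reads in this region (172060551 to 172062592), which lay outside the promoter window, had log2 fold changes of 1.58 at 12 h (adjusted p = 0.0012) and 2.49 at 48 h (adjusted p = 2.7e-06). The peaks from 172059965 and from 172063648 held at most 2 reads in each 0 h library, too few for their fold change relative to 0 h to be given, and both are among the 7. Summed over the 8 peaks, the scaled count was 89.0 ± 20.8 at 0 h, 186 ± 13.5 at 12 h and 403 ± 177 at 48 h.

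**Figure D7:**
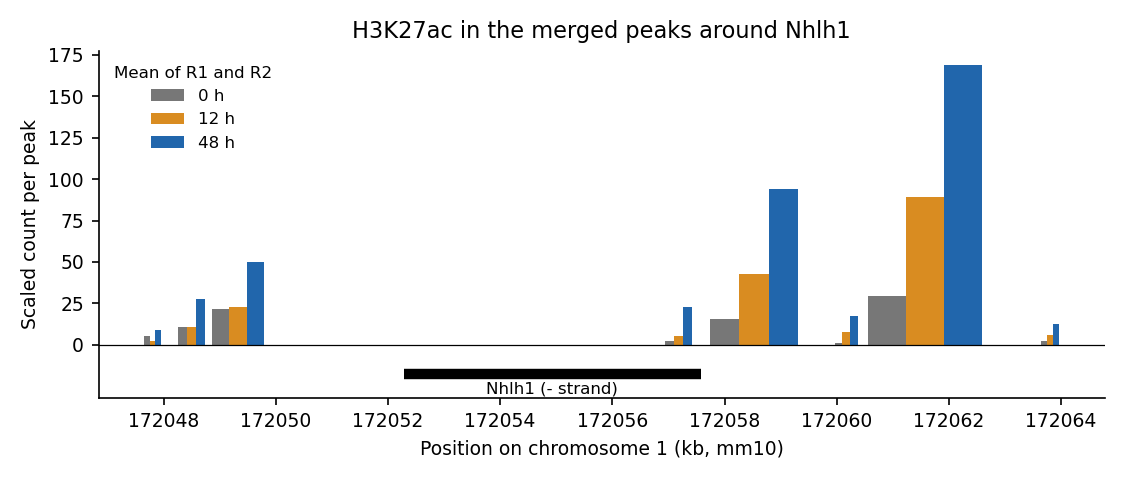
Mean scaled H3K27ac count of R1 and R2 in each of the 8 merged peaks within 10 kb of Nhlh1, by position on chromosome 1 (kb). Each peak is split into 3 bars for 0, 12 and 48 h, and the mean is highest at 48 h in each peak.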

We confirmed the validity of Tcf12 targeting only a subset of NeuroD1 target sites by performing qPCR analysis for several control genes to show lack of Tcf12 motif enrichment (Fig. S7A), the targeting of NeuroD1 (Fig. S7B), a gain in active chromatin (Fig. S7C) and expression of these NeuroD1 target genes (Fig. S7D) during neurogenesis. Altogether, we conclude that Tcf12 interacts with NeuroD1 and co-occupies distinct loci to drive the induction of active epigenetic state and gene expression program underlying neurogenesis.

### Loss of Tcf12 during cortical development impairs neuronal migration

We next investigated the role of Tcf12 during *in vivo* cortical development. To achieve this, we performed *in utero* electroporation to deliver plasmid vectors encoding a shRNA targeting Tcf12 or a scramble sequence as a control. To begin with, electroporation was performed at E13.5, as previously described (Aprea et al., 2014; Pataskar et al., 2016a), and brains were harvested 48 h later (Fig. 5A). Immunohistochemistry analysis revealed that the proportion of targeted cells and their progeny identified by a GFP reporter co-expressed together with the scramble or shRNAs sequences was unaffected within the proliferative layers of the VZ (24.6 versus 19.6%; *P*=0.29) and SVZ (11.9 versus 14.4%; *P*=0.17). In contrast, shTcf12-targeted brains displayed an increase in GFP^+^ cells within the IZ (45.9 versus 60.4%; *P*=0.04) that was accompanied by the almost complete depletion of GFP^+^ cells in the CP (16.6 versus 5.6%; *P*=0.001) (Fig. 5B).

**Fig. 5.**
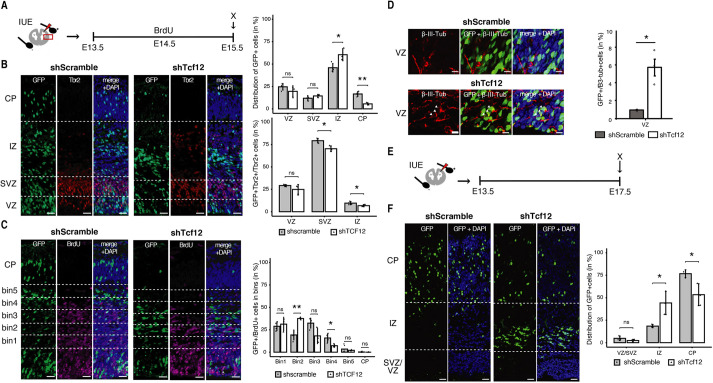
**Loss of Tcf12 impairs neuronal migration during cortical development.** (A) Experimental layout for the *in utero* electroporation (IUE) assay where IUE was carried out at E13.5 and analysed at E15.5. (B) Immunofluorescence images showing phenotypic changes following depletion of Tcf12. Here, E15.5 cortex electroporated at E13.5 with a control shscramble or a shTcf12 plasmid containing a GFP reporter (left panel) was analysed for the distribution of GFP^+^ and GFP^+^ Tbr2^+^/Tbr2^+^ cells (in %) across the cortical layers (right panel). (C) Neuronal migration was assessed by identifying five equidistant bins across the SVZ/IZ (left panel) and quantifying the distribution of GFP^+^/BrDU^+^ population (in %) in these bins (right panel). (D) Immunofluorescence images showing the expression of the neuron-specific marker β-III-Tubulin upon Tcf12 knockdown (left panel) and the distribution of GFP^+^/β-III-Tub^+^ cells (in %) in the ventricular zone (VZ) (right panel). (E) Experimental schematic for the *in utero* electroporation (IUE) assay where IUE was carried out at E13.5 and analysed at E17.5. (F) Immunofluorescence images showing phenotypic changes in the developing cortex following a prolonged knockdown of Tcf12 (left panel). The distribution of electroporated cortical cells (GFP^+^ cells) across the cortical layers is shown (in %) (right panel). Scale bars: 100 µm. Statistical significance was calculated using an unpaired two-tailed Student's *t*-test. *P<0.05, **P<0.01; *n*=3 or 4 independent biological replicates. Data are mean±s.d.

Next, we investigated whether the reduction in GFP^+^ cells within the CP after depletion of Tcf12 was due to impairments in the switch of neuronal progenitors from proliferation to neurogenesis. To do this, we used the intermediate progenitor marker Tbr2 to distinguish AP, BP and neurons as (1) Tbr2^–^ cells within the VZ, (2) Tbr2+ cells in the VZ or SVZ, and (3) cells in the IZ/CP irrespective of Tbr2, respectively. This revealed that the proportion of the three cell types across the cortex (14.7 versus 16.6%, *P*=0.35; 25.4 versus 26.2%, *P*=0.78; and 68.0 versus 66.8%, *P*=0.60, respectively) was not significantly affected by Tcf12 depletion. However, interestingly, although the total number of BP across all cortical layers did not significantly change upon Tcf12 knockdown, we observed that their distribution was unbalanced with a minor, yet significant, decrease specifically within the SVZ/IZ (79.2 versus 70.2%; *P*=0.04; 9.5 versus 6.7%; *P*=0.01 for the SVZ and IZ, respectively, Fig. 5B). This, in turn, was consistent with our previous results in neuronal cell cultures (Fig. S7E), suggesting that Tcf12 is not essential for cell identity and fate commitment to neurogenesis but likely is important for migration.

To explain the imbalance in the proportion of BP located within the SVZ/IZ and increase in GFP^+^ cells in the IZ at the expense of those in the CP upon Tcf12 depletion (Fig. 5B), we next assessed neuronal migration by specifically birthdating newborn neurons with a single administration of BrdU at E14.5, i.e. 24 h after delivery of control or shRNA against Tcf12. One day later at E15.5, BrdU^+^ cells were quantified in equidistant bins across the SVZ/IZ, revealing their increased accumulation at the boundary between SVZ and IZ upon Tcf12 knockdown (bin 2: 19.2 versus 37.6%; *P*=0.005). Concomitantly, the proportion of GFP^+^ BrdU^+^ cells within the bins 3 to 5 were reduced (32.4 versus 18.2%; *P*=0.08; 15.8 versus 7.2%; *P*=0.03 for bin 3 and 4, respectively) (Fig. 5C). Furthermore, again confirming the effect of Tcf12 knockdown on neuronal migration, inspection within the VZ after immunohistochemistry for the neuronal marker β-III-tubulin revealed a sixfold increase in newborn neurons among GFP^+^ electroporated cells and their progeny relative to controls (0.9 versus 5.7%; *P*=0.0059) (Fig. 5D), which is most likely the result of an impaired migration of neurons resulting from direct neurogenesis from APs.

Finally, to investigate whether or not effects on neuronal migration were transient, we repeated similar experiments upon electroporation with scramble or Tcf12-shRNAs at E13.5 as before, but this time analysing brains 4 days later at E17.5 (Fig. 5E). Even more than before, the distribution of GFP^+^ cells was severely affected, with nearly all GFP^+^ cells being located within the CP in controls and, conversely, the overwhelming majority being retained within the IZ in shRNA-targeted brains (Fig. 5F). Highlighting an almost complete impairment in neuronal migration both at 2 and 4 days after knockdown, our data extend to physiological development the reported role of Tcf12 in the migration of tumour cells (Poulin et al., 2000; Mesman and Smidt, 2017).

## DISCUSSION

Understanding the mechanisms underlying cell fate commitment is key to decipher the fundamental biological processes driving tissue formation during development and regeneration in disease. The cell-fate specification requires an intricate interplay between signalling pathways, DNA-binding TFs and epigenetic machinery. In this study, we investigated how a pro-neural pioneer TF, NeuroD1, functions at a genome-wide level to induce active chromatin and gene expression, and coordinate specific cellular events during corticogenesis through its interaction with another bHLH TF: Tcf12.

Histone modifications regulate chromatin accessibility to control transcription. Histone acetylation at lysine 27 is a mark of active enhancers and promoters (Creyghton et al., 2010). We discovered that although NeuroD1 targets a large number of genomic loci that gain active chromatin (H3K27ac), only a subset of them are transcriptionally induced. Discriminating transcriptionally active and inactive sites revealed their unique profiles of motif occurrences. We found that induced sites form a high-affinity platform for TF binding, with a higher number of motifs and providing accessory binding sites at which other TFs can bind together with NeuroD1 and co-regulate gene expression. These accessory sites are low-affinity shadow sites for TF binding that themselves cannot retain TF proteins for gene regulatory processes, but increase TF concentration at the TF binding domains (Kozlov et al., 2015; Boeva, 2016). bHLH factors recognise a common consensus (CANNTG) motif and have specificity for sequences around it and these specific, or sometimes called ‘private’, binding sites are associated with lineage-specific gene transcription (Fong et al., 2015). Such attributes are helpful to recruit diverse factors at certain genomic loci with changing transcriptional environments. Therefore, lineage-determining factors can interact with different E-box proteins and recruit them to specific target sites. Some studies emphasise the role of these sites for TF recruitment and lateral diffusion of TF onto the strong affinity sequences. Specifically, the repeated motif occurrences are known to form clusters in enhancer regions and facilitate strong TF binding. These accessory motif instances around the TF-binding sites underlie co-operative DNA binding (Chronis et al., 2017) and co-factor-based regulation of these targets by sequence-specific TFs. The heterogeneity in the E-box motif that is bound by different bHLH dimers determines diverse functions (Le Dréau et al., 2018) during various stages of development (Fairman et al., 1993; Ishii et al., 2012; Johnson, 2020).

Our motif activity analysis of NeuroD1-mediated active sites revealed that Tcf12 was highly enriched at induced sites that showed expression kinetics similar to NeuroD1 during cortical development. Interestingly, NeuroD1 and Tcf12 motifs were enriched at much higher frequency adjacent to the peak centre, providing accessory-binding sites for TFs when compared with the non-induced sites that show only centred motif enrichment that potentially makes them less likely to be bound by active TF dimers. Tcf12 has been shown to have varying roles in different tissues for cell differentiation, migration (Mesman and Smidt, 2017; Mesman et al., 2018; Li et al., 2017; Yoon et al., 2015; He et al., 2016), as well as developmental malformations (Sharma et al., 2013). Given these diversified roles and being an E family protein, it provided a particularly strong candidate as a co-regulator of NeuroD1, which is a lineage-determining factor. Tcf12 expression co-existed within high NeuroD1-expressing SVZ migrating cells. Further dissecting the subpopulation of these SVZ cells revealed that increasing Tcf12 and NeuroD1 expression accompanied a gradual acquisition of neuronal fate.

Our study shows that Tcf12 heterodimerise with NeuroD1 during neurogenesis and cortical development. This pairing was accompanied with Tcf12 co-occupancy of NeuroD1 target sites relevant for nervous system development, including differentiation, axonogenesis and axon guidance. Our analysis of Tcf12-binding kinetics revealed the dynamics of Tcf12 binding at NeuroD1 target sites where Tcf12 enrichment was highest in the early stages of neurogenic commitment and reduced as neuronal maturation proceeded. From our data, it is conceivable to conclude that Tcf12 is required to set active chromatin and initiate transcription at NeuroD1 target sites, but is no longer required at later stages. In support of this, depletion of Tcf12 caused a reduction in active chromatin levels at these co-bound loci, which substantiate our conclusion that cooperativity of NeuroD1 and Tcf12 is responsible for the epigenomic remodelling that drives the gene regulatory program underlying neurogenesis. Notably, the targets of Tcf12 include established neuronal migration genes that failed to gain active chromatin and be transcribed in the absence of Tcf12 during neurogenesis. Our results refine the role of NeuroD1 in neuronal migration specifically through its co-operativity with Tcf12. In line with this, depletion of Tcf12 in the developing mouse cortex specifically impaired neuronal migration without affecting the progenitors themselves or their generation of newborn neurons, which extends previous observations on the migration of tumour cells (Mesman and Smidt, 2017; Poulin et al., 2000) to an essential role in brain development. As Tcf12 is also expressed in other cortical cells that do not have NeuroD1, it would be interesting to investigate its other functions during cortical development.

Taken together, our findings provide novel insights into the mechanisms underlying gene regulatory programs controlled by NeuroD1 via its combinatorial interaction with other bHLH TFs that orchestrate specific sequential cellular events during corticogenesis. This study identified one such bHLH TF, Tcf12, that cooperates with NeuroD1 to activate epigenetic programs underlying neuronal migration (Fig. 6). Our data show that only a subset of distinct NeuroD1 targets sites are co-occupied by Tcf12, which suggests that Tcf12 might not be the only factor relevant for the NeuroD1-mediated neuronal program. Given its fate-determining potential, NeuroD1 may partner with other bHLH factors (Fischer et al., 2014) at other target sites and cell subpopulations to regulate different aspects of cortical development (Pollak et al., 2013) and neuronal subtype differentiation (Earley et al., 2021). In addition, similar to Tcf12, NeuroD1 induces the expression of other partner bHLH factors, and future studies should investigate their co-regulated genomic targets and their potential role in cortical development. Furthermore, we found that the expression of a set of other bHLH factors correlates or anti-correlates with NeuroD1 in distinct subpopulations during cortical development. Many of these TFs are transcriptional repressors or activators, inhibitors of bHLH dimer formation as well as a component of chromatin remodelling complexes; hence, they are interesting candidates for future investigation. NeuroD1 overexpression has shown promises in regenerative therapy following spinal cord injury and sciatic nerve injuries (Puls et al., 2020; Lai et al., 2020). Given that NeuroD1 partners with other bHLH TFs, discovering such partner TFs may increase success in efforts towards regenerative medicine.

**Fig. 6.**
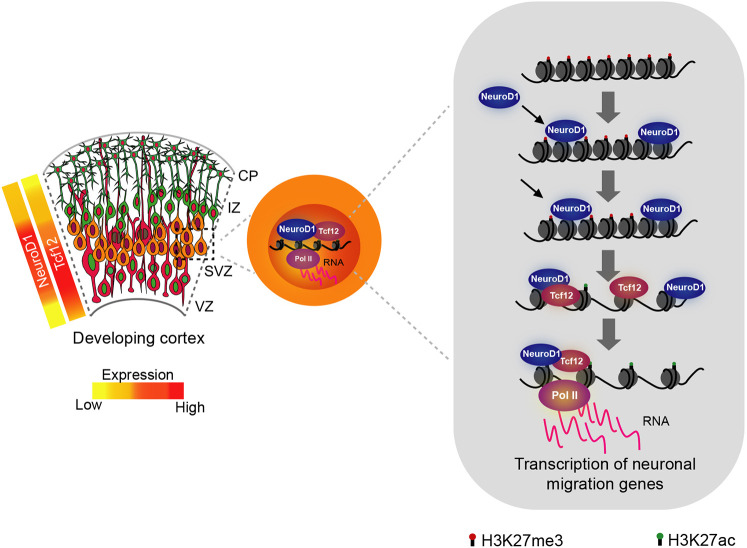
**A schematic showing how the functional cooperativity of Tcf12 and NeuroD1 in specific subpopulations of the developing cortex creates the gene regulatory program essential for neuronal migration.** Both Tcf12 and NeuroD1 are highly co-expressed during the transition of cortical progenitors from proliferative to neurogenic divisions. During this phase, Tcf12 forms a complex with NeuroD1 and co-occupies a subset of NeuroD1 target loci. This Tcf12-NeuroD1 cooperativity is essential for a gain in active chromatin and expression of neuronal migration genes, and therefore for the correct migration of newborn neurons.

These observations also support the importance of future studies on the cascades of TF activation and their cooperativity during cortical development using recent cutting-edge genomics and proteomics approaches, and they reveal the underlying transcriptional regulatory networks. Promoting new directions of investigation, our study proposes a novel molecular mechanism whereby single PTFs play multiple functions by sequentially co-operating with distinct TFs in a modular and combinatorial way. More studies are needed to investigate this model, which may extend beyond brain development and emerge to be relevant in other organ systems, adulthood and disease.

## MATERIALS AND METHODS

### Cell culture

Cells were cultured as described previously (Pataskar et al., 2016a). Briefly, A2Lox murine ES cells were cultured at 37°C in 7% CO_2_ in 8 ml of ES medium [DMEM supplemented with 10% foetal calf serum, 1× MEM NEAA, 2 mM l-glutamine and LIF on feeders (inactivated MEFs)]. For experiments, the feeders were removed by splitting the ES cells every 2 days onto tissue culture dishes coated with 0.2% gelatin, and the medium was changed daily. Experiments were performed after five passages of the feeder-free state. Transgenic A2lox ES (A2lox-NeuroD1) cells harbouring the murine NeuroD1 CDS (NM_010894.2) fused to an N-terminal HA-tag under the control of a doxycycline-inducible promoter were generated according to Iacovino et al. (2011). Ectopic induction of NeuroD1 was achieved with 500 ng/ml doxycycline for indicated durations. Murine embryonic carcinoma P19 cells were cultured at 37°C in 5% CO_2_ and 88% relative humidity in MEM-α, with 10% newborn foetal calf serum and 1% penicillin/streptomycin. Animal experiments were approved by the local authority Landesdirektion Sachsen (TVV 13/2016 TVV and 16-2018).

### Co-immunoprecipitation

Co-immunoprecipitation (Co-IP) was performed as mentioned earlier (Mahesh et al., 2020). Briefly for the Co-IP, P19 cells were co-transfected with pcDNA4-HA-Tcf12 with either pEGFP-C1 vector alone as control or pEGFP-NeuroD1. At 48 h of post-transfection, cells were washed with PBS and collected. Cells were lysed in lysis buffer [10 mM Tris (pH 7.5), 150 mM NaCl, 0.1 mM EDTA, 0.5% NP-40 and protease inhibitor cocktail (Roche)] and the lysates were diluted with dilution buffer [10 mM Tris (pH 7.5), 150 mM NaCl and 0.1 mM EDTA] to bring to a 0.1% final concentration of NP40. For the IP, cell lysates were incubated with 25 µl of GFP-trap beads (Chromotek) for 8 h at 4°C with rotation. After incubation, beads were washed trice with wash buffer [10 mM Tris (pH 7.5), 150 mM NaCl, 0.5 mM EDTA and 0.1% NP-40] and boiled with 2×SDS loading buffer for 5 min for elution. The eluted fractions were immunoblotted with HA (Abcam ab9110) antibody (1:1000) or GFP (SCBT sc-9996) (1:1000) antibody.

For the endogenous IP, NeuroD1 expression was induced in Transgenic A2lox ES cells by adding doxycycline. After 48 h of NeuroD1 induction, cells were lysed as mentioned earlier. Precleared lysates (100 μg) were taken per IP and incubated with 5 µg of anti-HA antibody (Abcam ab9110) and normal IgG (CST 2729S) antibody for overnight at 4°C with rotation. Protein-A beads (40 μl) were added to the lysates and incubated for 3 h at 4°C with rotation. After the washing, beads were boiled with SDS loading buffer for 5 min for elution. The eluted fractions were immunoblotted with Tcf12 antibody (SCBT sc-28364X) (1:1000).

### Immunoprecipitation from mouse embryonic cortex

Cortex was dissected from C57BL/6J mouse E14.5 embryos and lysed with gentle lysis buffer [10 mM Tris (pH 7.5), 150 mM NaCl, 1 mM EDTA, 0.5% NP-40 and protease inhibitor cocktail (Roche)]. Lysates were precleared with protein A agarose beads for 1 h at 4°C with rotation followed by addition of a 1:50 dilution of NeuroD1 antibody (CST 4373S) or 5 µg of normal IgG (CST 2729S) to the lysates and incubation for 2 h at 4°C with rotation, then 30 µl of protein A beads were added and further incubated overnight at 4°C with rotation. Immunoprecipitates were washed three times with lysis buffer and eluted with 2×SDS loading buffer for 5 min. The eluted fractions were immunoblotted with Tcf12 antibody (SCBT sc-28364 X) and NeuroD1 antibody (CST 4373S) (1:1000).

### Immunofluorescence assay

A2lox-NeuroD1 ES cells were grown on coverslips. siRNA-mediated knockdowns were performed using the Lipofectamine RNAiMAX (Invitrogen) transfection reagent. NeuroD1-mediated *in vitro* neurogenesis was induced by adding doxycycline, and cells were fixed after 48 h with 4% paraformaldehyde in PBS for 15 min at room temperature. The cells were permeabilised and simultaneously blocked with 10% goat serum and 5% FBS in PBS supplemented with 0.2% Triton X-100 for 1 h at room temperature. Subsequently, the samples were incubated with β-III tubulin (Tuj1) (Abcam ab18207) overnight at 4°C. The coverslips were incubated with fluorochrome-labelled secondary antibody (Thermo Fisher Scientific, A10042) for 1 h at room temperature followed by counterstaining with DAPI, mounting with Vectashield antifade mounting media and imaging with a Leica SP5 confocal laser-scanning microscope.

### Quantitative RT-PCR

Total RNA of cultured cells was prepared using TRIzol reagent (Invitrogen) and reverse–transcribed with a First Strand cDNA Synthesis kit (Fermentas). The transcripts were quantified by qPCR using SYBR Green PCR MasterMix (ABI) on a Lightcycler 840 PCR System (Roche). Mouse TBP primers were used for normalisation of RNA expression by amplifying an intergenic region for normalisation of ChIP enrichment above background. The sequences of all primers used in this study are provided in Table S1.

### Immunoblotting

The cells were lysed in lysis buffer [10 mM Tris (pH 7.5), 150 mM NaCl, 0.1 mM EDTA, 0.5% NP-40 and protease inhibitor cocktail (Roche)], and the protein concentrations were quantified using Bradford reagent (Bio-Rad). Equal input amounts (30 μg) and IP samples from the beads were boiled in 6× SDS-PAGE loading buffer, run on a polyacrylamide gel, transferred to a PVDF membrane, blocked with 5% milk and probed with the appropriate antibodies.

### *In utero* electroporation (IUE)

Plugged C57BL/6J females were purchased from Janvier Labs and E0.5 was defined as the morning on which the vaginal plug appeared. Mice were subjected to *in utero* electroporation and embryos harvested as previously described (Artegiani et al., 2012; Aprea et al., 2013). Electroporation was performed using pDSV vector as previously described (Pataskar et al., 2016a) encoding for either Tcf12-shRNA or a scramble sequence. In brief, plasmids were prepped using an EndoFree Plasmid Maxi kit (Qiagen) and plasmid concentration adjusted to 1.5 μg/μl. Pregnant mice were anaesthetised with isofluorane at E13.5 and ∼1.5 μl of plasmid solution was injected into the ventricle of embryonic brains. The plasmids were electroporated into the dorsal ventricular zone with nine pulses of 30 V, 50 ms each at 1 s interval delivered through platinum electrodes using a BTX–830 electroporator (Genetronics). Mice were administered a single dose of BrdU 24 h after electroporation, embryos were collected either 1 or 3 days later, and tissue was processed for analyses as described previously (Artegiani et al., 2012; Pataskar et al., 2016a).

### Short hairpin RNA against Tcf12

A pair of 59-nt long oligonucleotides (5′-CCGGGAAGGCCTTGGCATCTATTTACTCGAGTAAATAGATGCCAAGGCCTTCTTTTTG-3′ and 5′-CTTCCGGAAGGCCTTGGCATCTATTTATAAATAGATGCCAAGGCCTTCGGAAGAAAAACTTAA-3′), encoding a 21 nt shRNA against mouse Tcf12 were designed. Additional AgeI and EcoRI restriction sites were incorporated in the sequences to facilitate cloning. A BLAST search was performed using the National Center for Biotechnology Information (NCBI) Expressed Sequence Tags database to confirm that the shRNA construct specifically targeted mouse Tcf12. A scrambled shRNA sequence (TTCTCCGAACGTGTCACGT), exhibiting no homology to the mouse sequence database, was employed as a negative control. The oligonucleotides were annealed and cloned into the IUE vector.

### Immunohistochemistry

Brains were fixed in 4% paraformaldehyde in 0.1 M phosphate buffer (PFA, pH 7.4) overnight at 4°C, cryoprotected in 30% sucrose and cryosectioned (10 µm). Immunohistochemistry was performed as previously described (Lange et al., 2009) using anti-GFP (1:400, Rockland, 600-301-215), anti-BrdU (1:200, Abcam, ab152095), anti-Tbr2 (1:500, Abcam, ab23345) and anti-βIII-Tub (1:1000, Sigma, T2200) antibodies with DAPI used to counterstain nuclei. Exposure to 2 M HCl for 20 min was used to reveal BrdU incorporation. Sections were imaged using an automated microscope (ApoTome; Carl Zeiss). Pictures were digitally assembled using Axiovision software (Carl Zeiss) and composites analysed using Adobe or Affinity. Targeted cells after *in utero* electroporation were identified based on GFP immunoreactivity and the relevant region of the lateral cortex was selected as a cortical column with boundaries perpendicular to the apical border. Cortical layers of the VZ, SVZ, IZ and CP were identified upon Tbr2 immunoreactivity, which defines the SVZ, and by the characteristic low density of DAPI^+^ nuclei in the IZ. The number of cells positive for any given marker was finally calculated as a proportion of the originally targeted cell pool (GFP^+^, defined as 100%).

### Chromatin immunoprecipitation

A chromatin immunoprecipitation (ChIP) assay was performed as described previously (Pataskar et al., 2016a). Briefly, A2lox-NeuroD1 cells were cross-linked in a medium containing 1% formaldehyde for 10 min at room temperature, neutralised with 125 mM glycine, scraped off and rinsed twice with 10 ml of ice-cold 1× PBS. The cells were pelleted by centrifugation for 7 min at 4°C at 600 ***g***. The pellets were resuspended in 10 ml of buffer L1 [50 mM HEPES KOH (pH 7.5), 140 mM NaCl, 1 mM EDTA (pH 8.0), 10% glycerol, 5% NP-40 and 0.25% Triton X-100] and incubated at 4°C for 10 min. This step was followed by centrifugation for 5 min at 4°C at 1300 ***g***. The pellet was resuspended in 10 ml of buffer L2 [200 mM NaCl, 1 mM EDTA (pH 8.0), 0.5 mM EGTA (pH 8.0) and 10 mM Tris (pH 8.0)] and incubated at room temperature for 10 min, followed by centrifugation for 5 min at 4°C at 1300 ***g***. The pellet was resuspended in buffer L3 [1 mM EDTA (pH 8.0), 0.5 mM EGTA (pH 8.0), 10 mM Tris (pH 8.0), 100 mM NaCl, 0.1% Na-deoxycholate and 0.17 mM N-lauroyl sarcosine] containing protease inhibitors, sonicated using a Bioruptor Plus (Diagenode) and incubated overnight at 4°C. After clearing the cellular debris by spinning at 14,000 ***g*** for 10 min at 4°C, 60 μg of chromatin was incubated overnight at 4°C with 5 µg of H3K27ac antibody (Abcam, ab-4729), HA (Abcam, ab9110) or Tcf12 antibody (SCBT, sc-28364 X) after 1 h of preclearing. The mixture was then incubated with 40 μl of protein A- or G-Sepharose beads that had been preblocked with tRNA and BSA for 3 h at 4°C. The beads were washed twice with 1 ml of buffer L3 and once with 1 ml of DOC buffer [10 mM Tris (pH 8.0), 0.25 M LiCl, 0.5% NP-40, 0.5% Na-deoxycholate and 1 mM EDTA], and the bound chromatin was eluted in 1% SDS/0.1 M NaHCO_3_. Next, treatment with RNase A (0.2 mg/ml) was performed for 30 min at 37°C followed by treatment with proteinase K (50 μg/ml) for 2.5 h at 55°C. The cross-linking was reversed at 65°C overnight with gentle shaking. The DNA was purified by phenol-chloroform extraction followed by ethanol precipitation and was recovered in 40 μl of TE buffer.

### ChIP Re-ChIP assay

ChIP Re-ChIP elutions were performed as mentioned in a previous study (Truax and Greer, 2012). First, we performed the NeuroD1 ChIP as mentioned above. NeuroD1-bound chromatin fractions were eluted by incubating the beads at 37°C with 30 µl Re-ChIP elution buffer [1× TE, 2% SDS and 15 mM DTT supplemented with protease inhibitor (Roche)] for 30 min. The eluted fraction was diluted 20 times with L3 buffer and a second immunoprecipitation with Tcf12 antibody (SCBT sc-28364 X) was carried out overnight at 4°C. The beads were washed twice with 1 ml of buffer L3 and once with 1 ml of DOC buffer, and the bound chromatin was eluted in 1% SDS/0.1 M NaHCO_3_. Next, treatment with RNase A (0.2 mg/ml) was carried out for 30 min at 37°C followed by treatment with proteinase K (50 μg/ml) for 2.5 h at 55°C. The cross-linking was reversed at 65°C overnight with gentle shaking. The DNA was purified by phenol-chloroform extraction followed by ethanol precipitation and was recovered in 40 μl of TE buffer.

### ChIP-seq analysis

ChIP-sequencing output in fastq format was subjected to stringent quality control employing FASTQC parameters. Bowtie2 was used with local parameter for soft clipping of reads and align the reads to the mouse mm10 genome with annotations from UCSC. Aligned sam files were sorted, indexed and converted to the bam format using SAMTOOLS v0.1.19. Peak calling was performed using MACS2 and taking Input as a control (Zhang et al., 2008). Peaks were merged from all samples as well as replicates to retain all the regions of interest for differential occupancy. qCount from QuasR was used to count reads from all samples in the merged peak regions. Reads were normalised for library size and enrichment was calculated using pseudocount 8. qExport from QuasR generated the bigwig files for visualisation at the genome browser.

### Bulk and single cell RNA-seq analysis

Bulk RNA-seq datasets were derived from our previous study (GSE65072). Fasta files were aligned to the mouse mm10 genome with UCSC annotations using TopHat v2.0.8 (Trapnell et al., 2009). Only uniquely mapped reads were retained for further analysis. SAMTOOLS v0.1.19 (Li et al., 2009) was used to convert the BAM output to a SAM format and to sort the BAM file. The read counts per gene were calculated using the HTSeq program v0.5.4p1 (Anders et al., 2015). The DESeq2 package (Love et al., 2014) was used to generate normalised read counts and perform differential gene expression analysis. Single cell RNA-seq data for E14.5 cortex was derived from GSE123335. Counts matrix was used to preprocess and analyse the data using Seurat v4. Monocle3 (Trapnell et al., 2014) was used for pseudotime trajectory analysis.

### Motif analysis

Motif analysis for transcriptionally induced as well as non-induced sites was performed through HOMER (Hypergeometric Optimization of Motif EnRichment) (Heinz et al., 2010; Bailey et al., 2015), which is a suite of tools for Motif Discovery and next-gen sequencing analysis. findmotifsGenome.pl tool from HOMER was used to predict the motifs and annotatePeaks.pl was used to annotate the genomic locations to the nearest genes. We have performed differential motif enrichment using Centrimo tool from MEME-ChIP suite (Bailey et al., 2015). Input primary sequences were scanned against the JASPAR database to find the enriched motifs and then Centrimo was used for motif profile enrichment with a maximum width of 200 and score ⩾5.

### ISMARA (Integrated system for motif activity response analysis)

ISMARA (Balwierz et al., 2014) is a tool to identify and model signals in the form of regulatory factors that are active in a set of samples at different time points. ISMARA focuses solely on predicted transcription factor-binding sites in proximal promoters and ignores the effects of distal enhancers. It can model the differentially active set of factors from RNA-seq or ChIP-seq data. We have used ISMARA to predict the activity of significant targets after NeuroD1 induction through H3K27ac ChIP data. We provided the H3K27ac data at 0 h (absence of NeuroD1), 12 h (+NeuroD1) and 48 h (+NeuroD1).

### Characterisation of induced and non-induced genomic site

We employed DNAShapeR (Chiu et al., 2016) to extract structure-based features of given genomic sequences. DNAshapeR scans for structural features that include information of propeller twist, major and minor groove width, and roll of nucleotides, etc. These features define the biophysical nature of the genomics location and provide information on surface accessibility and depth for binding to different factors in the vicinity.

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

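H3K27ac ChIP-seq of A2Lox mouse embryonic stem cells was processed, at 0 h without doxycycline and at 12 h and 48 h with 500 ng per ml of doxycycline, which induces NeuroD1. There were 2 replicates (R1 and R2) per time point. The time point and replicate number of each library came from its sample label. The Input library was not used here, since the count table holds columns for the 6 H3K27ac libraries only.

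The authors aligned the reads to mm10 with Bowtie2 in local mode, converted them with SAMtools, called peaks with MACS2 against Input, merged the peaks over samples and replicates, and made raw counts per merged peak with QuasR, which they deposited without scaling. The methods of the paper state a normalisation for library size and a pseudocount of 8, and both were applied here to the counts. The table was checked for whole numbers, repeated peaks and identical libraries. Peak positions were checked against the chromosome lengths of mm10. Library totals in the merged peaks ranged from 6283103 to 8112895 reads. The median peak held 30.5 reads averaged over the libraries, and 63709 of the 66841 peaks had at least 10 reads in at least 2 libraries. Peaks with few reads carry a wide counting error, and a fold relative to a time point with at most 3 reads in both libraries was given as a lower bound, computed against 3 reads.

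Time points were compared with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), with 1 model of all 6 libraries and the time point as its factor. Library totals served as the offset, all peaks were tested, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Alternatives were TMM factors, DESeq2 1.42.0 with its size factors, a filter of at least 10 counts in 2 libraries, R1 or R2 as a block, the 4 libraries of the compared time points alone, and a minimum change of 2-fold. An offset on GC content was added after seeing the data: for each library, a lowess curve (span 0.3), on the GC content of the peaks, of log2 scaled counts relative to each peak's mean. Analyses of orders, clusters and correlations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. Clusters came from k-means (25 starts, seed 1) on z-scores of log2 scaled counts, with 7 clusters as in Fig. 1B,C and with 5 and 9 as alternatives. Figures were drawn with matplotlib 3.10.9.

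Peaks were annotated with GENCODE's basic set of protein-coding transcripts for GRCm38. A peak was a promoter peak when it overlapped the 2 kb on either side of a TSS. E-boxes and GC content were read from the mm10 sequence with pysam 0.24.0, E-boxes within 250 bp of the peak centre. The slopes per E-box were fitted by least squares.

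The genes named in the text followed a rule. They were genes the paper names for H3K27ac (Fig. 4F and Fig. S6D) or for TF activity (Fig. 2B,C), each with its peak of the highest mean count within 2 kb of a TSS, or else the nearest peak in the gene body. Reported here are 14 of these genes, and for 12 of them such a peak was found. The rule covers an item that is not reported here. Added to these were the 5 peaks with the largest gain and the 5 with the largest loss at 48 h vs 0 h among changed peaks with at least 20 reads on average and with both 48 h libraries on the same side of both 0 h libraries. Each was given the gene with the nearest TSS. Further peaks of Kalrn, Wdfy3, Angpt2 and Neurod1, and the single E-box flavours, were chosen after their values were seen.

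The tests of peaks were tried on simulated data of the same depth. Simulated data were also used for the GC offset, the orders, the clusters and the E-box slopes. Those for the orders and clusters held read sampling alone. edgeR recovered 125 of 200 changed peaks with 5 false calls, and DESeq2 recovered 90 of 200. When the measured GC trend of 12 h relative to 0 h was added to both simulated 12 h libraries, edgeR made 590 false calls without the GC offset. With the offset it made 8. Trends that differ between replicates, as at 48 h, were not simulated. The NeuroD1 ChIP-seq, the expression data, the motif activities from ISMARA and the data from brain tissue were not analysed here.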

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

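The tests on GC content, and the alternatives for the 48 h vs 12 h changes of named peaks, were chosen only after the results had been seen.

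Changes relative to 0 h differed between 12 h and 48 h at 12796 peaks, by a direct test of 48 h against 12 h in the edgeR model. Of the peaks that gained H3K27ac by 12 h, 2471 lost it by 48 h, and 2034 peaks that lost it by 12 h regained it. Both steps use the same 12 h libraries. A deviation common to that pair, whatever its source, would add to both classes and disfavour 2 steps in the same direction. GC content was weighed first, since the 12 h libraries had fewer reads in GC-rich peaks than the 0 h libraries. With an offset on GC content, 16500 peaks differed between 12 h and 48 h, of which 11715 were also called without it. The gained-then-lost peaks numbered 2230 with the offset, and 1722 of them were among the 2471, so the part of the GC trend that the offset removes does not account for most of that count. Some of the trend remained: the correlation of the 12 h vs 0 h log2 fold change with GC content across peaks was -0.495 without the offset and -0.171 with it. The lost-then-regained peaks numbered 1582 with the offset, of which 991 were among the 2034. They numbered 1402 with TMM factors, 781 with both and 466 with DESeq2. The gained-then-lost peaks numbered 2797 with TMM factors, 2321 with both and 1095 with DESeq2. At peaks gained at 12 h, 48 h R2 lay nearer to 12 h than 48 h R1 did, which would weaken a loss from 12 h to 48 h rather than produce one. A biological course, acetylation placed by 12 h and removed by 48 h, may underlie the gained-then-lost peaks called with and without the offset. This hypothesis rests on 2 libraries per time point. It leaves open the remaining GC trend and any other deviation of the 12 h libraries. The opposite course may likewise underlie the lost-then-regained peaks called with and without the offset, which numbered 991 with library totals. With TMM factors added to the offset, 544 of the 2034 were still called, against 1762 of the 2471 gained-then-lost peaks. At the peaks of both classes called only without the offset, these courses cannot be told apart from the GC trend of the libraries.

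The same direct test separated 48 h from 12 h at 14 of the peaks under the rule for named genes. The log2 fold change of 48 h relative to 12 h was 0.87 at Wdfy3, 1.29 at Tubb3, 1.11 at Nhlh1, 0.99 at Tcf12 and 0.57 at Tcf4, and -0.72 at Neurod1. Among the peaks with the largest gain it was 2.23 at Olfm4, 1.41 at Ptprn2, 1.73 at Arpp21 and 1.70 at Marcks. Among those with the largest loss it was -3.11 at Pqlc1, -2.43 at Cd37, -2.39 at the Inhbb promoter and -2.86 at the other Inhbb peak. Adjusted p-values ranged from 6.6e-08 to 0.015 over these peaks, which are those under the rule for named genes that passed this test. The peaks from the largest changes were selected on 48 h vs 0 h, which favours a difference from 12 h. With TMM factors, R1 or R2 as a block, and the GC offset, all 14 differences passed the threshold in the same direction, and with DESeq2 12 did. The adjusted p of the remaining peaks with DESeq2 was 0.055 at Nhlh1 (from 0.0029 to 0.055 over the 4 alternatives) and 0.061 at Ptprn2 (from 7.5e-05 to 0.061).

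At 8 of the 14 peaks, the changes at 12 h and at 48 h, both relative to 0 h, had opposite signs. The 12 h change passed the test at 1 of these 8, the Inhbb peak from 119396899, and not at the other 7. With the GC offset, the 12 h change of Tubb3 had the sign of its 48 h change (0.22). For the promoters of Wdfy3 and Tcf12, the decrease at 12 h may stem from the GC trend: with the GC offset their 12 h log2 fold changes were -0.02 and 0.06, against -0.39 and -0.37 without it. The offset also removes any real change shared by GC-rich promoters, so the 2 explanations cannot be told apart. The rise from 12 h to 48 h passed the threshold with the offset at both promoters.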

How the results depend on the processing

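The alternatives with a GC offset, the promoter-only E-box slopes, the slopes with squared terms and with each flavour alone, and all alternatives of the 48 h vs 12 h changes of named peaks were chosen only after the results had been seen. The other alternatives, the test, the rule for named genes and the number of clusters were set before the data were examined.

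Of 669 comparisons of a result with an alternative, 555 counted as unchanged: tested changes kept their direction and side of the threshold, values without a test stayed within the spread given by replicates, and counts stayed within 1.5 times the main count. DESeq2 called 4828 peaks at 12 h vs 0 h, 4558 at 48 h vs 0 h, 6092 at 48 h vs 12 h, 9925 over time, 131 gained at both steps and 1095 gained then lost, against 10666, 9365, 12796, 19689, 304 and 2471. In simulated counts, which had the same variation in each peak and library, DESeq2 also recovered fewer peaks than edgeR (90 and 125 of 200). With the 4 libraries of the compared time points alone, 21403 peaks were called at 12 h vs 0 h and 8368 at 48 h vs 12 h, and the share of gains at 12 h was 50.5%. With a minimum change of 2-fold, the counts were 6161 and 6643. TMM factors gave counts within 1.5 times those with library totals for each of these results, but 4028 losses at 12 h became 2637. The replicate number was tested as a block, since R1 and R2 are shared across time points. The differences between R1 and R2 were nearly uncorrelated between time points across peaks (r = -0.036 for 0 h and 12 h, -0.05 for 0 h and 48 h, 0.078 for 12 h and 48 h), and the block gave 10923, 9716 and 13109 peaks in the 3 comparisons. The GC offset raised the peaks gained at both steps to 578, to 637 with the block and to 613 with TMM factors. Together with the block it gave 14107 peaks at 48 h vs 0 h. For the changes in this paragraph, apart from GC content, the cause was not tested. The main model shares its dispersion over the time points, but the replicates were not equally close. Their chi-square per degree of freedom was 1.83 at 0 h, 1.43 at 12 h and 5.63 at 48 h. Its count for 12 h vs 0 h and its counts for 48 h are therefore not directly comparable.

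The slope per CAGATG site at 48 h (0.083) was 0.055 over whole peaks, 0.098 for peaks over 2 kb from any TSS, 0.090 without GC content and mean count, 0.048 for promoter peaks, 0.092 with squared terms and 0.086 for each flavour alone. The CAGCTG slope at 12 h (0.036) was -0.012 without GC content and mean count. This is within the largest simulated error of a slope (0.019) and cannot be told from 0.

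At 12 h vs 0 h, these changes reversed: Tubb3 from -0.04 to 0.03 with TMM factors, 0.01 with DESeq2 and 0.22 with the GC offset, Tcf12 from -0.37 to 0.06 with the GC offset, the median of the neuronal genes from -0.09 to 0.21 with the GC offset, and that of the pluripotency genes from -0.03 to 0.03 with TMM factors. Across the 4 fits that each left out a replicate, the log2 fold change of Angpt2 at 48 h ranged from -0.14 to 0.93, that of Cd37 at 12 h from -0.07 to 0.54 and that of the Inhbb promoter at 12 h from -0.31 to 0.78. The cause was not tested. In addition, 83 other comparisons changed: 3 were weaker, all with DESeq2, 8 were stronger, 7 of them with the GC offset and 1 with TMM factors, and 72 values without a test moved, 22 of them when a replicate was left out.

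Peak counts were not called with a replicate left out, since 1 library would remain at a time point. The alternatives based on enrichment over Input were not run, since no Input counts were used. Depth limits the promoter peaks of Kalrn and Angpt2, with 5 to 18 reads per library, and the folds relative to 0 h of the peaks with the largest gain, which are lower bounds.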

Differences from the paper's values

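The tests of peaks other than the promoter peak were chosen only after the promoter results had been seen.

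The paper's text states no value for a measure computed here. It describes the genes tested for Tcf12 occupancy (Fig. 4D) as selected for a rise in H3K27ac at 48 h, among other criteria. It names Wdfy3, Kalrn and Angpt2 among the co-occupied genes. Its text does not state this selection for the genes of Fig. 4F as a set. At the promoter peak chosen here, 3 of 7 of these genes were not called gained: Kalrn (log2 fold change 0.54, adjusted p = 0.58), Wdfy3 (0.48, adjusted p = 0.11) and Angpt2 (0.45, adjusted p = 0.61). TMM factors, DESeq2 and the replicate block, all set before the data were examined, also called 4 of the 7 genes. Adjusted over the named genes alone, Wdfy3 passed (adjusted p = 0.031). With the GC offset, chosen after seeing the values, Wdfy3 (log2 fold change 0.69) was called, and 5 of the 7 genes passed. The log2 fold change of Wdfy3 was 0.10 without 48 h R1 and 0.78 without 48 h R2. Summed over all peaks within 10 kb of Wdfy3, it was 0.03.

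Other peaks within 10 kb of these genes, also chosen after seeing the values, were gained at 48 h. At Kalrn, intronic peaks from 34560756 and 34572090 had log2 fold changes of 4.05 (adjusted p = 6.8e-08) and 2.69 (adjusted p = 2.4e-05), the peak over the annotated 5′ end of the gene had 2.07 (adjusted p = 0.00056), and an intronic peak from 34571455 was at least 3.6-fold higher. A small promoter peak of Wdfy3 from 102071835 was at least 5.8-fold higher. An intronic peak of Angpt2 from 18694338 had a log2 fold change of 1.27 (adjusted p = 0.005).

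Fig. 1C gives each of its 7 clusters as significant, by a test that the paper's text does not name. In the k-means clusters, which were not matched to those of the figure, 1 of 7 had a time range (0.77) below its replicate difference (1.54). Of the alternatives set before the data were examined, TMM factors, a pseudocount of 1, the filter on counts and other seeds also gave 6 of 7 clusters above their replicate difference, and 9 clusters gave 6 of 9. With 5 clusters, 5 of 5 exceeded it. Among peaks that passed the test over time, 7 of 7 did, which the selection of peaks for a difference over time favours.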

Other observations

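The tests on other partitions of the libraries, on the position of 48 h R2, and on GC content as a trend of libraries or of counts were chosen only after the result had been seen.

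The genes of the TF activity analysis were also examined at their own loci. The promoter peak of Neurod1 (chromosome 2, 79456988 to 79460121) had a log2 fold change of 2.47 at 12 h (adjusted p = 8.5e-08) and 1.75 at 48 h (adjusted p = 6.6e-06) relative to 0 h. Those of Tcf12 (0.62, adjusted p = 0.053), Tcf4 (0.39, adjusted p = 0.1) and Epas1 (0.45, adjusted p = 0.14) did not pass at 48 h. Adjusted over the named genes alone, all 3 passed (adjusted p = 0.013, 0.031 and 0.036). Tcf12 passed with TMM factors (0.70), and all 3 passed with the GC offset (0.71, 0.40 and 0.54). Tcf12 did not pass with DESeq2 (adjusted p = 0.1) or the replicate block (adjusted p = 0.057). Tcf4 and Epas1 did not pass with these or with TMM factors. Without 48 h R1, the log2 fold changes of Tcf12, Tcf4 and Epas1 were 0.26, 0.26 and 0.33. Without 48 h R2 they were 0.91, 0.51 and 0.57. Beyond the promoter peak, gains were called at 2 of these 3 loci. Within 10 kb of the gene, 4 of 11 peaks of Tcf12, 4 of 11 of Tcf4 and 0 of 4 of Epas1 were gained at 48 h. At each gene, 0 peaks were lost. Summed over these peaks, the log2 fold changes were 0.59, 0.54 and 0.39. Myog and Myf6 had no peak under the rule for named genes. Reads from the induced transgene were tested as the source of the Neurod1 gain. The coding-exon peak (79454052 to 79456929), where such reads would fall, also spans the annotated start of the gene (79456751). The promoter peak lies upstream of that start. It is outside the coding sequence that the paper gives as the transgene, so such reads would not raise it. The 12 h log2 fold change of the coding-exon peak minus that of the promoter peak was -1.27. Since the coding-exon peak also covers the start, this difference does not measure the share of transgene reads. At 48 h, the log2 fold changes relative to 0 h were 1.42 at the coding-exon peak and 1.75 at the promoter peak. From 12 h to 48 h, the coding-exon peak changed by 0.22 and the promoter peak by -0.72. Some transgene reads in the coding-exon peak cannot be excluded at either time point. The gain of the promoter peak at 12 h may reflect acetylation of the endogenous locus.

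The real grouping of the 6 libraries was compared with the other partitions into 3 pairs. Of the 6 partitions that pair each R1 with an R2 library, 1, the real grouping, gave 19689 peaks over time, and the next largest gave 64. The 9 partitions that join libraries of the same replicate number gave at most 148. The smallest share that can arise is 0.167 among the 6 partitions and 0.067 among all 15, whatever the data, so these counts describe the grouping and do not test it.

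At peaks that changed at 12 h, 48 h R2 lay between 48 h R1 and the 12 h libraries. On a scale with 0 at 48 h R1 and 1 at the mean of 12 h, its position was 0.5 at peaks gained and 0.58 at peaks lost at 12 h. It was 0.51 at gained peaks with at least 100 reads on average, against sampling noise, and 0.43 with TMM factors, against library scaling. GC content accounted for 0.31 of the variance of the difference between 48 h R1 and R2. After the GC offset, the position was still 0.32 and 0.49, so GC content may explain part of it. A mixture of 12 h material in 48 h R2 would give the same position at gained and lost peaks. These differed by 0.08 with library totals, but by 0.23 with TMM factors and 0.17 after the GC offset, and the limits for judging them were set after the values were seen. A mixture, a slower response of the R2 culture and the GC trend cannot be told apart.

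The change at 12 h followed GC content across peaks, with slopes on GC content of log2 scaled counts, relative to each peak's mean, of 1.27 and 2.14 at 0 h, -1.68 and -2.35 at 12 h, and 1.97 and -1.34 at 48 h (R1 and R2). The largest difference between replicates, at 48 h, was 0.89 of the difference between 12 h and 0 h. A GC bias of single libraries is thus a candidate explanation for the trend at 12 h, although R1 and R2 had slopes of the same sign at 0 h and at 12 h. The trend was not limited to GC-rich promoters, since the weaker of the correlations within promoter peaks and within other peaks was -0.38. Of the peaks called without the GC offset, 64.0% at 12 h and 96.4% at 48 h vs 0 h were also called with it. At 12 h these were 4959 of 6638 gains but 1866 of 4028 losses, and 1087 of the losses with TMM factors as well, so most of the losses at 12 h cannot be told apart from the trend. The offset may also remove real changes shared by GC-rich sites.

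Peaks away from promoters changed more often than promoter peaks at 48 h vs 0 h (16.1% and 7.8%). The median ratio of these shares was 1.85 within quintiles of GC content and 1.76 within quintiles of mean count, so the difference was present within strata of both. With the GC offset the shares were 21.3% and 15.5%, and their ratio was 1.37 against 2.07 without it, so the GC trend of the libraries may account for part of the difference. At 12 h vs 0 h the order was the opposite (14.8% and 19.4%), but the shares were nearly equal with the GC offset (13.5% and 13.8%). A biological hypothesis is that distal elements carry more of the lasting change, but the position of 48 h R2 applies to this comparison too.

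The higher gain at peaks with CAGATG sites at 48 h remained when GC content and mean count entered the model, with a slope that was 0.92 of the slope without them. At 12 h the slope fell from 0.095 to 0.061, so part of it went with GC content and mean count. It may reflect binding of NeuroD1 or of another bHLH factor, which the H3K27ac data alone do not separate. For CACCTG, with a slope of -0.110 at 48 h, no biological explanation was tested.

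Gene lists written beforehand were set against random lists of 10000 draws matched on mean count. Of 20 neuronal genes, 18 had a promoter peak, and their median log2 fold change at 48 h was 1.16, at percentile 100.0 of the random lists, with 12 genes gained and 15 higher. Of 15 pluripotency genes, 14 had a peak, with a median of -0.44 at percentile 0.0, 7 genes lost and 14 lower. With TMM factors and with the GC offset both medians had the same percentiles (1.24 and 1.29 for neuronal, -0.37 and -0.48 for pluripotency genes). At 12 h vs 0 h, the neuronal median was -0.09, with 8 genes higher and 10 lower, and the pluripotency median was -0.03, with 7 higher and 7 lower. Both lay high among the random lists (percentiles 99.97 and 97.16), whose medians were -0.44 and -0.23. The opposite shifts of the lists at 48 h may follow a change from pluripotency to neuronal genes, a hypothesis that rests on 2 libraries per time point and that the 12 h values of the pluripotency genes do not show.

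A gain or loss of a whole chromosome in a culture was tested between replicates. The largest median log2 ratio was -0.117, on chromosome 13 at 48 h, within the limit of 0.2 set beforehand. Between time points, shifts reached 0.206 on chromosome 13 at 12 h and -0.25 on chromosome Y at 48 h, and 0.089 and -0.128 with the GC offset. For the shifts between time points, whole-chromosome changes were not tested further.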
